# A Non-Shedding Fruit *Elaeis oleifera* Palm Reveals Perturbations to Hormone Signaling, ROS Homeostasis, and Hemicellulose Metabolism

**DOI:** 10.3390/genes12111724

**Published:** 2021-10-28

**Authors:** Fabienne Morcillo, Julien Serret, Antoine Beckers, Myriam Collin, Sebastien Tisné, Simon George, Roberto Poveda, Claude Louise, Timothy John Tranbarger

**Keywords:** transcriptome, abscission, ripening, oil palm, reproductive development, signal transduction, hormone, cell separation, *Elaeis oleifera*

## Abstract

The developmentally programmed loss of a plant organ is called abscission. This process is characterized by the ultimate separation of adjacent cells in the abscission zone (AZ). The discovery of an American oil palm (*Elaeis oleifera*) variant that does not shed its has allowed for the study of the mechanisms of ripe fruit abscission in this species. A comparative transcriptome analysis was performed to compare the fruit AZs of the non-shedding *E. oleifera* variant to an individual of the same progeny that sheds its ripe fruit normally. The study provides evidence for widespread perturbation to gene expression in the AZ of the non-shedding variant, compared to the normal fruit-shedding control, and offers insight into abscission-related functions. Beyond the genes with known or suspected roles during organ abscission or indehiscence that were identified, a list of genes with hormone-related functions, including ethylene, jasmonic acid, abscisic acid, cytokinin and salicylic acid, in addition to reactive oxygen species (ROS) metabolism, transcriptional responses and signaling pathways, was compiled. The results also allowed a comparison between the ripe fruit abscission processes of the African and American oil palm species at the molecular level and revealed commonalities with environmental stress pathways.

## 1. Introduction

Fruit abscission is a developmentally regulated process that facilitates seed dispersal of plant species and an agronomically important character and domestication trait for crop species [1,2]. There are two species of oil palm, *Elaeis guineensis* from Africa and *Elaeis oleifera* from South and Central America, which diverged from each other approximately 7–16 million years ago [3,4]. Despite the evolutionary distance, the two species can be crossed to form hybrids, and *E. oleifera* has agronomic characters of interest for oil palm improvement in general (e.g., short growth stature and low saturated oil) [5]. We previously found differences in the abscission zone (AZ) anatomy between *E. guineensis* and *E. oleifera* [6]. While both AZs are located at the boundary area between the mesocarp and the pedicel, the *E. guineensis* AZ is made up of around 8–10 cells layers with pectin rich cell walls, and the *E. oleifera* AZ is less distinct; that creates an abrupt transition between the mesocarp and pedicel tissues [6]. While we have previously examined in great detail the ripe fruit abscission processes at the molecular and cellular levels in the multilayer AZ of the African oil palm [7,8,9,10,11], very little is known about the molecular processes of abscission in *E. oleifera* and how the abscission processes have diverged between these two closely related species separated by millions of years of evolution.

Organ abscission is a complex developmental phenomenon, regulated by environmental and physiological signals, and involves multiple signal transduction pathways, which lead to major transcriptional changes that result in cell separation in the AZ. Studies of Arabidopsis, which sheds floral organs, and tomato, which sheds flowers and fruit, have offered insight into the core mechanisms of the abscission process, key to which are hormone metabolism, signaling and transcriptional responses in the AZ [12,13,14]. The abscission process can be divided into four commonly observed stages that include (1) AZ differentiation, (2) AZ acquisition of competence to respond to abscission-inducing signals, (3) activation and execution of abscission and (4) the differentiation of the protective layer. Stage 2, the competence to respond to signals, involves multiple hormone pathways, in particular ethylene (ET). Indeed, ethylene has been widely implicated as an organ-abscission inducer in many species, including oil palm, while auxin is known to inhibit organ abscission [1,7,9,12]. The current model for the acquisition of AZ competence involves the depletion of auxin in the AZ cell layers, which appears to be mediated by an increase in ethylene biosynthesis, the production of reactive oxygen species (ROS) and a carbohydrate imbalance [15]. In addition to ethylene and auxin, other hormones are implicated in the acquisition of competence, as well as the activation and execution of abscission, including abscisic acid (ABA), jasmonic acid (JA) and cytokinins (CKs), while yet others have been shown to inhibit abscission, including gibberellins (GAs), polyamines (PA) and brassinosteroids (BRs) [12].

In the current study, we examined the fruit abscission character within a population of *E. oleifera*, in which we previously identified a variant that does not shed (non-shedding, NSd) its fruit [6]. We examine further the NSd phenotype at the anatomical and molecular levels. We first examined the AZ anatomy of the variant and found no evidence of phenotypic differences when compared to the normal individual’s AZ. Our hypothesis is that the non-shedding phenotype is not the result of the lack of an AZ but that the gene expression network is perturbed in the non-shedding variant. To test this hypothesis, we used an RNA-Seq approach to globally determine the expression of genes affected in the variant compared with that of an *E. oleifera* individual that normally sheds its fruit. The results reveal the core mechanisms of fruit abscission in *E. oleifera* and provide insight into the commonalities and divergence between this American species and the African species, *E. guineensis.*

## 2. Materials and Methods

### 2.1. Plant Material

American oil palm (*Elaeis oleifera*) fruits were collected from a palm population of 152 individuals from 18 progenies planted at the Colé station (DANEC) in Ecuador since 2006. The fruit was derived from an open pollination amongst the population. We estimated the stage of ripeness of the fruit by observing the position of the fruit bunch attachment within the whorl and based on the color of the fruit. The ripe fruit bunch was that which was positioned the lowest in the whorl of fruit bunches and had orange-colored fruit, at which time the fruit could be easily loosened and separated from the bunch. This is the typical stage at which fruit bunches are harvested for oil extraction. The fruit bunch positioned just higher than the ripe bunch in the whorl had less orange-colored fruit, and was at the pre-ripe (PR) stage, with fruit more firmly attached to the fruit bunch. 

### 2.2. Phenotyping the Abscission Character

To phenotype the abscission character of the *E. oleifera* population described above, a total of 106 in vitro tests were performed on 93 individuals from the population that allowed the calculation of the Abscission Index (AI), as previously described [6,16]. Briefly, the abscission phenotypes were defined by four classes: A, no cell separation; B, partial cell separation in primary AZ; C, extensive but not complete cell separation in primary AZ; and D, complete cell separation in primary AZ [6,16]. In the present study, we used the following formula to calculate AI:

(1) $$\mathrm{AI}=\frac{{3*n}_{A}{+1*n}_{B}+\left(-1\right){*\;n}_{C}+\left(-3\right){*\;n}_{D}}{n_{A}{+n}_{B}{+n}_{C}{+n}_{D}}$$

where n is the total number of observations per class. Negative and positive values of AI indicate a low and high level of competence of the fruit AZ to execute cell separation, respectively. For each test, approximately 24 similar fruits were collected at the ripe stage from 8–12 fruit spikelets removed from the upper-middle section of the bunch. The bases of the fruit containing the AZ were then collected, and phenotypes were determined, as described previously [6,16]. The heritability was estimated based on the data from individuals with repeated measurements (n = 12) as the ratio of the genotypic vs. phenotypic variances. The broad-sense heritability (H^2^) was calculated based on the data from individuals with repeated measurements as follows:

$$H^{2}=V_{g}/V_{p}$$

Genetic (V_g_, n = 12) and phenotypic (V_p_, n = 25) variances were calculated using var function in R software (https://www.R-project.org/, accessed on 20 June 2021).

### 2.3. RNA Extraction for Transcriptome Analyses

For the transcriptome analyses, two palms within the same progeny (Figure 1, TA59D) were selected based on their contrasted AI values and contrasted abscission characters in field conditions: the palm individual 28–7, which sheds its fruit normally (Sd), and palm 26–11, that is the non-shedding oil palm variant (NSd), with which little or no fruit abscission was observed in the field. From undamaged fruit, AZs between the pedicel and the mesocarp were isolated with a scalpel from the base of each fruit and collected as previously described [11]. Three biological replications were sampled from each fruit bunch collected from each individual, for a total of twelve samples, which included three PR and three ripe Sd, as well as three PR and three ripe NSd. AZ tissues were flash frozen in liquid nitrogen, stored at −80 °C, then transported on dry ice to Montpellier. Total RNAs were extracted as described previously [17]. Construction of the twelve cDNA libraries and llumina (NovaSeq 6000) sequencing of the corresponding RNA samples was carried out by MGX platform (Montpellier Genomix, http://www.mgx.cnrs.fr/, accessed on 8 November 2019). The data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE186050.

### 2.4. Histology

For histological studies, samples were processed to obtain resin-embedded sections, which were stained with toluidine blue, then examined by light microscopy as described previously [9]. Longitudinal sections were made at the base of the fruit containing the pedicel, AZ and mesocarp from ripe fruit at similar stages of bunch development sampled from both the NSd and Sd trees of the same age. At least 8–12 fruit bases were sampled and processed for the histology analysis. At the same time that the sampling for the histology was done, fruit AZs were also sampled from the same trees for the transcriptome analysis described above.

### 2.5. Analysis of Differential Gene Expression

Reads obtained by Illumina NovaSeq sequencing (single reads, 100 cycles) were demultiplexed and trimmed using Bcl2fastq (v2.20.0.422). Total trimmed reads per sample are indicated in the Table S1. All the trimmed reads (331,907,473 total reads) passed the FastQC quality checks and were then mapped using the BWA-MEM package with default parameters [18] to a reference transcriptome derived from the genomic sequence of the African oil palm (*E. guineensis*) for which a fully annotated genome sequence is currently available [19]. The latest version of the oil palm transcriptome released by NCBI was used for mapping (http://genomsawit.mpob.gov.my; GCF_000442705.1_EG5_RNA.fna, accessed on 23 July 2019). Read counts were obtained from the resulting bam files by means of the program Samtools-idxstats [20]. For each sample, the total reads aligned (277,584,786 total reads, 84% of total trimmed reads) to reference genome is indicated in the Table S1. Counts corresponding to different transcripts of the same locus were then merged. The R-based software DESeq package (default parameters, version 1.28.1 [21] was used to identify genes displaying significantly different expression levels in the Sd and NSd palms, applying padj cutoff < 0.01 and log2 fold change (LFC) cutoff (−1 > LFC > 1). After mapping to the reference transcriptome, the number of reads per kilobase and million reads (RPKM) in each sample were then calculated.

### 2.6. Functional Annotation of Genes and Identification of Enriched Categories

Functional annotation of differentially expressed genes (DEGs) was performed using the web-based Mercator/Mapman 3.6 tool (https://mapman.gabipd.org/app/mercator, accessed on 10 June 2020) [22] and expert curation based on recent literature devoted to homologous genes characterized in model plants. To evaluate the significance of enrichment for each functional category, Fisher’s exact test was employed, with a false discovery rate (FDR) cutoff of <0.05.

## 3. Results

### 3.1. Abscission Phenotype Analysis of an E. oleifera Population

The in vitro phenotypic test was used to determine the competence to undergo cell separation in the AZ of fruits collected from the *E. oleifera* population, based on the calculation of the AI value (Figure 1). The test revealed a large range of AI values throughout the population (−2.73–2.73), and a high heritability value of 0.88 was estimated for the character. Within the population, there was one individual (palm 26–11) within the TA59D genetic background that had both a low AI (low competence for cell separation), and seed germination was observed from fruit that remained attached to the fruit bunch (Figure 2a,b). Observations in the field over a period of three years were made for this palm, and no fruit were observed to abscise or shed from this individual, which provided corroborative evidence that this palm has an NSd character. For the transcriptome analyses, fruit bunches from another individual (palm 28–7) within the same TA59D genetic background was identified with a high AI and with fruit that separate from the fruit bunch and found at the base of the palm, indicating fruit abscission and shedding occurred and is a normal Sd character.

### 3.2. The Phenotypic Comparison of Fruit-Shedding and Non-Shedding Oleifera Palms

The NSd character could be due to a developmental defect that results in a non-functional AZ, such as those observed for the *jointless* mutant of tomato and the *BLADE-ON-PETIOLE* double mutant *bop1 bop2* of Arabidopsis [23,24]. To determine whether the AZ has a developmental defect, a histological analysis was performed. The fruit bases of the NSd palm were compared to the normal Sd palm that were prepared for the transcriptome analyses (Figure 3). The results suggest that the NSd character is not caused by a defect in the AZ anatomy and is more likely caused by a perturbation of the gene network that controls the competence to respond to the abscission signals or changes to the cell wall composition that could block fruit from undergoing cell separation in the AZ.

### 3.3. Gene Expression Profiling of AZ Samples from Normal Fruit-Shedding and Non-Shedding Variant Oleifera Palm

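RNA came from the AZ at the fruit base of 2 E. oleifera palms of the same progeny, a non-shedding palm (NSd) and a palm that sheds its ripe fruit (Sd). Fruit was taken at the pre-ripe (PR) and ripe stages, and each sample pooled about 50 AZ pieces, or about 3 g of tissue. Each of the 4 groups held 3 libraries, all taken from 1 bunch of 1 palm, so that the 12 libraries measure the spread between samplings of a bunch and not the spread between palms, and the palm cannot be told apart from the phenotype. Replicates 1 to 3 are PR NSd, 4 to 6 ripe NSd, 7 to 9 PR Sd and 10 to 12 ripe Sd. The values are RPKM (reads at a locus, divided by its transcript length and by the aligned reads of the library), which the authors computed for 29040 loci of the E. guineensis transcriptome after mapping with BWA-MEM and merging the transcripts of each locus. Aligned reads per library, recovered from the steps between the RPKM values, ranged from 19090375 to 34004517. A single read at a transcript of 1500 bases is therefore worth 0.0196 to 0.0349 RPKM. The test was limma with a mean-variance trend on log2(RPKM + 1), fitted to all 12 libraries over the 20495 loci that reached 1 RPKM in at least 1 library. A locus was called at an adjusted p under 0.01 and a log2 fold change above 1 or below -1, the thresholds of the paper. Fold changes are given with the standard error (SE) of the fit. On this scale the fold changes of loci near 1 RPKM are understated. The fit was repeated without each library, with no filter on low loci, with only the compared groups fitted and with a pseudocount of 0.1. It was also repeated with RPKM rescaled by the median ratio over loci, with the rRNA loci out of the totals, with no trend, with robust moderation of the variance and without the 3 PR NSd libraries. Pearson's r between libraries of the same group, taken across loci of log2(RPKM + 1), ranged from 0.965 to 0.991. The 3 PR NSd libraries stood apart, with r of 0.896 to 0.941 to the libraries of the other groups. PR Sd replicate 9 was about as close to ripe Sd replicate 10 (r of 0.9795) as to PR Sd replicates 7 and 8 (0.9774 and 0.985). At least 15.7 ± 5.83% of their aligned reads (SD, n = 3) fell on rRNA loci, against 7.13 ± 6.08% in ripe NSd, 5.21 ± 0.446% in PR Sd and 4.45 ± 2.16% in ripe Sd. Their median RPKM over all loci was 2.38 ± 0.234, against 3.37 ± 0.233, 3.45 ± 0.089 and 3.69 ± 0.309 in those groups. The median log2 fold change over all tested loci was 0.027 from PR to ripe in Sd and -0.062 between the ripe palms, but 0.313 from PR to ripe in NSd and -0.35 between the PR palms, so values that involve the PR NSd libraries are read against these shifts.

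**Figure D1:**
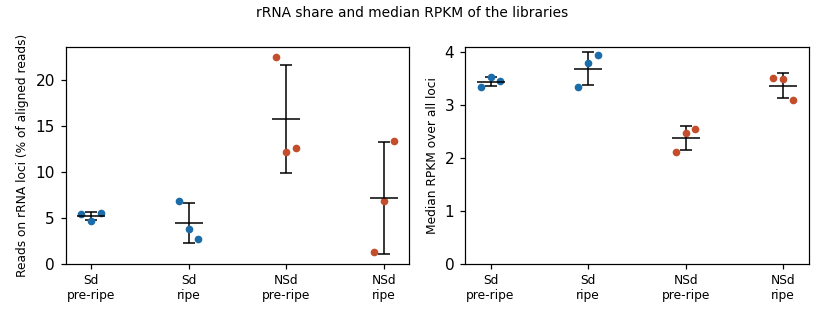
Share of aligned reads on rRNA loci (left, percent) and median RPKM over all loci (right) for each of the 12 libraries, with groups on the x axis, blue for Sd and red for NSd. The 3 PR NSd libraries hold the lowest medians, from 2.12 to 2.55 RPKM, and rRNA shares of 12.2 to 22.4%.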

RNA-Seq was performed with AZ total RNA extracted from the two contrasting NSd and Sd oleifera palms and at two stages of development, PR and ripe. A total of 277,584,786 trimmed reads aligned to 29,040 loci. A total of 24,373 loci that had a minimum of 1 RPKM were used for the analysis. First, differential expression was studied in detail by the identification of genes showing either up- or downregulation in AZ of the PR Sd compared to the ripe Sd, which could be easily loosened and separated from the bunch. We presumed that genes either upregulated or downregulated between these two stages of development have potential functions during the abscission process of ripe fruit. 

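From the PR to the ripe stage of the Sd palm, 135 loci rose and 88 fell among the 20495 tested. A pair of BURP domain proteins, a plant family of secreted and cell wall proteins, showed very large and well replicated rises. LOC105036039 went from 142 ± 38.4 to 1391 ± 276 RPKM (SD, n = 3; log2 fold change 3.30, SE 0.23, adjusted p = 5.31e-05) and LOC105048270 from 55.2 ± 13.6 to 522 ± 120.0 RPKM (log2 fold change 3.22, SE 0.22, adjusted p = 5.31e-05). Both also rose in the NSd palm (log2 fold changes 3.52 and 3.41, adjusted p = 1.18e-06 for each), and their stage changes did not differ between the palms by the interaction test (adjusted p = 0.624 and 0.673). The transcription factor bHLH18 (LOC105058167) rose from 17.5 ± 19.3 to 152 ± 49.7 RPKM (log2 fold change 3.51, SE 0.59, adjusted p = 0.00747), and the cytochrome P450 81D11-like locus LOC105057118 from 16 ± 10.7 to 152 ± 70.4 RPKM (log2 fold change 3.22, SE 0.44, adjusted p = 0.00303). Among the loci that fell were flowering-promoting factor 1-like protein 1 (LOC105045276, 18.6 ± 4.74 to 2.67 ± 1.55 RPKM, log2 fold change -2.47, SE 0.29, adjusted p = 0.00126) and the WAT1-related transporter LOC105033348 (46.3 ± 6.56 to 9.42 ± 1.9 RPKM, log2 fold change -2.19, SE 0.26, adjusted p = 0.00126). Among gene lists fixed from the locus descriptions, 2 of 16 JAZ repressors of the jasmonate response rose and none fell (5 rose when adjusted over the list alone, camera adjusted p = 0.000326, and adjusted p = 0.276 with an estimated correlation). Both, LOC105051062 and LOC105053062, were chosen by the study on these libraries, so their direction is not independent evidence. Of 71 WRKY factors 4 rose (6 adjusted over the list alone; camera adjusted p = 0.0275, and adjusted p = 0.565 with an estimated correlation), and of 11 loci of ethylene perception and signaling 2 rose (2 adjusted over the list alone; camera adjusted p = 0.00518, and adjusted p = 0.314 with an estimated correlation). Ethylene response factors went both ways, with 4 of 92 higher and 1 lower (13 and 2 adjusted over the list alone; camera adjusted p = 0.364). Of 44 fatty acid synthesis loci 3 fell and none rose (5 fell when adjusted over the list alone; camera adjusted p = 8.17e-08, and adjusted p = 0.276 with an estimated correlation), and 2 of 35 cytokinin loci fell (4 adjusted over the list alone; camera adjusted p = 0.00126, and adjusted p = 0.411 with an estimated correlation). At an unadjusted p under 0.05, 4615 loci differed. The number of loci called moved to 142 without replicate 2, 115 without replicate 5, 56 without replicate 7, 43 without replicate 8, 410 without replicate 9, 42 without replicate 11 and 50 without replicate 12. The rise of bHLH18 was not called without replicate 2, 5, 6, 7, 8, 10, 11 or 12, with no filter, with only the compared groups fitted or with robust moderation (adjusted p = 0.0104 to 0.0408), nor that of LOC105057118 without replicate 7, 8, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0159 to 0.0213).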

A total of 875 DEGs (padj < 0.01; LFC ± 1) were identified from this step. Second, differential expression was studied in detail by the identification of genes showing either up- or downregulation in AZ of the ripe NSd compared to the ripe Sd. 

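Between the ripe palms, 167 loci were higher and 334 lower in NSd than in Sd. Membrane protein PM19L (LOC105043190) was the locus furthest above Sd, at 115 ± 41.8 RPKM in ripe NSd and 1.23 ± 1.2 in ripe Sd (SD, n = 3; log2 fold change 5.78, SE 0.35, adjusted p = 5.3e-06), and it fell with ripening in Sd (log2 fold change -2.60, adjusted p = 0.0025) while it rose in NSd (log2 fold change 2.81, adjusted p = 9.28e-05). B-box zinc finger protein 32 (LOC105050857), a transcriptional regulator, was at 38.6 ± 3.38 RPKM against 2.18 ± 0.664 (log2 fold change 3.65, SE 0.25, adjusted p = 1.81e-05) and was already higher in NSd at the PR stage (log2 fold change 2.42, adjusted p = 2.03e-05). Bark storage protein A (LOC105040850), a nitrogen store of woody tissue, was at 2.01 ± 2.31 against 49.2 ± 3.74 RPKM (log2 fold change -4.36, SE 0.41, adjusted p = 0.000174), and at PR the difference was as marked (log2 fold change -4.72, adjusted p = 5.97e-06). A pair of loci for the ethylene-responsive factor ABR1 were lower in ripe NSd. LOC105038034 was at 4.06 ± 1.6 against 85.1 ± 25.6 RPKM (log2 fold change -4.10, SE 0.53, adjusted p = 0.00126), and LOC105051977 at 5.25 ± 2.41 against 70.9 ± 20.7 RPKM (log2 fold change -3.55, SE 0.60, adjusted p = 0.00417). TIFY 5A (LOC105059530), a JAZ repressor outside the loci the paper names, was at 2.65 ± 2.39 against 39 ± 15.1 RPKM (log2 fold change -3.61, SE 0.59, adjusted p = 0.00358). Expansin-A10 (LOC105043094), of a family that loosens cell walls, was at 109.5 ± 27 against 581 ± 80.8 RPKM (log2 fold change -2.41, SE 0.18, adjusted p = 2.76e-05). Of 94 calmodulin-like calcium sensors 6 were higher and 5 lower in ripe NSd (10 and 7 adjusted over the list alone; camera adjusted p = 0.456); the calmodulin LOC105042206 was lower (log2 fold change -1.91) and the calcium-binding protein KIC (LOC105045379) higher (log2 fold change 2.21). Of 66 NAC factors 4 were lower and 1 higher (6 and 1 adjusted over the list alone; camera adjusted p = 0.164), among them LOC105052358 (log2 fold change -2.81) and LOC105038428 (log2 fold change -1.01). Expansin-A10 was the member called of 30 expansins and endoglucanases, but the list leaned the other way. At an unadjusted p under 0.05 (limma) 11 were higher and 3 lower in ripe NSd, and 2 were higher and 1 lower adjusted over the list alone. The median log2 fold change of the list was 0.37. Camera placed the list higher in ripe NSd (adjusted p = 0.00929, and adjusted p = 0.513 with an estimated correlation). No pectate lyase or pectinesterase was called of 30 (limma, adjusted over the list alone also 0; 7 lower and 0 higher at an unadjusted p under 0.05; camera adjusted p = 0.253). The count moved to 262 without replicate 4, 155 without replicate 5, 285 without replicate 6, 137 without replicate 11 and 133 without replicate 12, and 5783 loci differed at an unadjusted p under 0.05. Differences that ended without some libraries or under another setting were those of LOC105051977 without replicate 5, 6, 11 or 12 (adjusted p = 0.0163 to 0.0228), TIFY 5A without replicate 4, 5, 11 or 12 (adjusted p = 0.0132 to 0.021), LOC105042206 without replicate 4, 5, 11 or 12 (adjusted p = 0.0107 to 0.0154), KIC without replicate 5, 6, 11 or 12 (adjusted p = 0.0135 to 0.0205), LOC105052358 without replicate 4, 5, 11 or 12 (adjusted p = 0.0212 to 0.0266) and LOC105038428 without replicate 12 (adjusted p = 0.0117), and without replicate 4 (log2 fold change -0.96), without replicate 6 (log2 fold change -0.98), without replicate 11 (log2 fold change -0.85), with rescaled RPKM (log2 fold change -0.94) and with rRNA loci out of the totals (log2 fold change -0.99).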

A total of 1146 DEGs (padj < 0.01; LFC ± 1) between normal Sd and variant ripe AZs were identified. Then, we selected DEGs that were common between those two lists of DEGs. 

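The screens shared 52 loci, of which 41 were lower and 11 higher in ripe NSd than in ripe Sd. All 41 lower loci rose from PR to ripe in Sd, and 10 of the 11 higher loci fell there. In the NSd palm, by contrast, 33 of the 41 lower loci had a lower mean at the ripe than at the PR stage, 16 of them called as falling. For 34 of the 41 the stage change differed between the palms by the interaction test. The interaction holds both differences on which these loci were chosen, and the stage change in NSd reuses the ripe NSd libraries. Neither tally is therefore independent of the choice. The cytochrome P450 81D11 locus LOC105037565 is an example, at 17.9 ± 16.2 RPKM in PR Sd and 152 ± 63.1 in ripe Sd but 47 ± 19 in PR NSd and 14.3 ± 6.7 in ripe NSd (SD, n = 3; log2 fold change 3.26, adjusted p = 0.00683 in Sd and log2 fold change -3.32, adjusted p = 0.0036 between the ripe palms). A locus of fatty acid synthesis took the opposite course. Plastid 3-oxoacyl-ACP synthase I (LOC105040922), a condensing enzyme of that pathway, fell from 77 ± 5.14 to 26 ± 9.22 RPKM in Sd and stood at 61.8 ± 9.66 in ripe NSd (log2 fold change -1.58, adjusted p = 0.00185 and log2 fold change 1.26, adjusted p = 0.00321). If the screens were independent, 2.2 loci would rise in Sd and be lower in ripe NSd and 0.72 would fall in Sd and be higher in ripe NSd. The screens share the 3 ripe Sd libraries, which by itself makes their fold changes opposite in sign. In 20 simulations with shared ripe Sd libraries and no difference between groups, r across loci between the fold changes of the screens was -0.497, against -0.525 in the data. In those simulations, whose noise was drawn separately for each locus, 0 loci were called in both screens, against 52 in the data. Where simulated values held a change in ripe Sd alone, at 100 loci for each of 2 sizes, 182 loci were called in both screens, so that a change in the ripe Sd libraries is enough for both calls. The count moved to 25 without replicate 2, 7 without replicate 5, 27 without replicate 6, 7 without replicate 7, 5 without replicate 8, 202 without replicate 9, 2 without replicate 11 and 3 without replicate 12. Of the examples, LOC105037565 was not called without replicate 5, 7, 8, 11 or 12, with no filter, with only the compared groups fitted or with robust moderation (adjusted p = 0.0101 to 0.0401) in Sd and without replicate 4, 5, 11 or 12 (adjusted p = 0.0162 to 0.0213) between the ripe palms, and LOC105040922 without replicate 7, 8 or 11 or with only the compared groups fitted (adjusted p = 0.0107 to 0.0156) in Sd and without replicate 4, 5, 6, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0101 to 0.0185) between the ripe palms.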

A total of 274 DEGs were identified, 172 of which were more highly expressed in the NSd AZ (genes classified as NSd up) and 102 DEGs lower in the NSd (genes classified as NSd down) (Table S2). DEGs with an RPKM amount less than 20 were eliminated, which resulted in a final list of 139 DEGs: 63 NSd up- and 76 NSd downregulated DEGs in the NSd AZ. 

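With the limit of 20 RPKM on the highest group mean, 30 loci were called in both screens, 23 lower and 7 higher in ripe NSd. The 139 loci of Table S3 can be followed through all 4 groups. Of its 76 lower loci, 51 were called between the ripe palms, and 75 had a higher mean in ripe than in PR Sd, 29 of them called. In NSd the same loci went the other way in 70 of 76, of which 41 were called as falling and 2 as rising. Their median log2 fold change was 1.60 from PR to ripe in Sd, -1.46 in NSd and -1.68 between the ripe palms. At the PR stage 67 of the 76 had a higher mean in NSd than in Sd (39 called). The 63 higher loci had a median log2 fold change of -1.36 in Sd and 1.79 between the ripe palms, where 44 were called, but only 0.13 from PR to ripe in NSd, where 14 rose and 4 fell. The study chose these loci on both screens in the same libraries. Their directions between the ripe palms and from PR to ripe in Sd are therefore not independent evidence of a difference. The stage changes in NSd reuse the ripe NSd libraries, and the comparison at PR reuses the PR Sd libraries, so these tallies are not independent of the choice either. The count of 30 moved to 47 without replicate 1, 14 without replicate 2, 5 without replicate 5, 14 without replicate 6, 3 without replicate 7, 3 without replicate 8, 146 without replicate 9, 0 without replicate 11 and 1 without replicate 12.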

The DEGs are listed in Table S3, along with their orthologs from Arabidopsis and publicly available annotations and information on phenotypes of corresponding mutants.

### 3.4. Functional Annotation of Differentially Expressed Genes and Identification of Enriched Categories

In order to investigate the biological significance of differential gene expression patterns observed between Sd and NSd palms, the Mercator/Mapman annotation system was used to assign functional categories to each of the 139 DEGs (Figure 4). 

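The 63 loci that the paper lists as higher in NSd can be set by functional category beside the test. Cell wall loci showed the largest differences, with all 6 called between the ripe palms and a median log2 fold change of 3.34. For signal transduction 10 of 12 loci were called (median 2.10) and for transcription factors 8 of 9 (median 2.25). Of the 19 loci with no known function 13 were called (median 1.35), of 7 in metabolism 4 (median 1.36), of 2 in development 2 (median 2.63) and of 3 in post-translational modification 1 (median 1.51). None of the 4 chromatin loci was called by limma, although all 4 were higher at an unadjusted p under 0.05 (median 1.09), and the single transport locus was not called (log2 fold change 0.93). In the NSd palm the median log2 fold change from PR to ripe was -0.02 for the cell wall, -0.08 for signal transduction, -0.30 for transcription factors, 0.47 for development, 0.52 for unknown function, 0.63 for post-translational modification, 1.20 for metabolism, 1.44 for chromatin and -1.49 for the transport locus. The counts depend on single libraries. Without replicate 5 the loci called numbered 1 of 6 for the cell wall, 2 of 19 for unknown function, 0 of 7 for metabolism and 0 of 2 for development, and without replicate 12 they numbered 0 of 12 for signal transduction and 1 of 9 for transcription factors (limma). These loci were chosen by the study on the same libraries, so that their direction is not independent evidence.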

Amongst the 63 NSd up DEGs, the highest number had unknown (30%) annotations, followed by annotations related to signal transduction (19%), transcription factors (TFs, 14%), metabolism (11%), cell wall (10%), and annotations related to chromatin modification, transport, post-translational modification and development of less than 10%. Of the 76 NSd down DEGs, the highest percentage was for TFs (29%); 18% were unknown; other annotations related to signal transduction (13%); metabolism (12%); while annotations related to transport, hormone metabolism, post-translational regulation, cell wall, defense, development and chromatin modification all had less than 10%.

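Among the 76 loci listed as lower in NSd, transcription factors were the largest category. Of these 22, 13 were called between the ripe palms (median log2 fold change -1.93) and 9 rose from PR to ripe in Sd (median 1.64), while 20 had a lower mean at the ripe stage in NSd (median -1.94). Signal transduction held 10 loci, 7 of them called (median -1.66), all with a lower mean in ripe than in PR NSd (median -1.36). Hormone metabolism held 6, of which 4 were called (median -2.23). In metabolism 7 of 9 were called (median -1.79), in transport 4 of 7 (median -1.63) and in post-translational regulation 3 of 3 (median -2.17). Neither of the 2 cell wall loci was called (median -1.15; limma, both at an unadjusted p under 0.05). Without replicate 11 the loci called numbered 3 of 22 for transcription factors, 0 of 7 for transport and 1 of 3 for post-translational regulation, and without replicate 5 they numbered 1 of 10 for signal transduction, 1 of 9 for metabolism and 0 of 6 for hormone metabolism (limma). Direction was again fixed by the choice of loci. From the shares of these categories in the up and down lists, with transcription factors and signal transduction the most common annotations, and from the enrichment of hormone metabolism, the paper proposes that perturbed expression of genes of transcriptional regulation and signal transduction, in particular those related to hormones, causes the NSd character. It also draws on its histology, which found no obvious difference in AZ anatomy between the palms, and on earlier mutant and transcriptome studies.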

The percentage representation of each gene functional category in the reference genome, from which the mapped transcriptome was derived, was compared to the corresponding percentage representations of genes of the same category within the 139 DEGs. In this way, we were able to test for significant enrichment of each functional category within both the up and down NSd DEG sets. 

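Gene lists fixed from the locus descriptions were tested among the 52 loci called in both screens, against the 20495 loci tested (Fisher's exact test, 1-sided for a higher share). Fatty acid synthesis came closest, with 2 of its 44 loci among the 52 (exact p = 0.00558, adjusted p = 0.184 over 33 lists). By the same exact test WRKY factors had 2 of 71 loci there (p = 0.0140), ethylene response factors 2 of 92 (p = 0.0229) and the EXORDIUM family 1 of 10 (p = 0.0251), each with an adjusted p of 0.207. That EXORDIUM locus was EXORDIUM-like 2 (LOC105056792), which was lower in ripe NSd. The hormone lists gave 1 of 16 JAZ repressors (exact p = 0.0398, adjusted p = 0.263), 1 of 21 loci of jasmonate synthesis (p = 0.0520) and 1 of 26 of auxin transport and conjugates (p = 0.0640), both with an adjusted p of 0.274. No locus of ABA synthesis, ethylene synthesis, ethylene perception, auxin response or cytokinin metabolism was among the 52. No list passed an adjusted p of 0.05. The MapMan categories of the whole transcriptome were not used here.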

We detected one instance of significantly enriched gene categories (Fisher’s exact test with FDR cutoff < 0.05) related to hormone metabolism.

### 3.5. Comparison with E. guineensis Ripe Fruit AZ Transcriptome

To compare *E. oleifera* fruit abscission with what is known about ripe fruit abscission in *E. guineensis*, we compared the DEG list identified in the current study with those found in a recent transcriptome study of *E. guineensis* [11]. In total, there were six DEGs found in common from the two analyses (Table 1).

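Of the 6 loci of Table 1, ERF104, HIS1-3 and YLS9 had the higher mean in ripe NSd and HB1, TRFL2 and LHT1 the higher mean in ripe Sd, and in all 6 the 3 ripe NSd libraries lay apart from the 3 ripe Sd libraries, which chance gives in 10% of loci. HB1, TRFL2 and LHT1 were called as lower and ERF104 and YLS9 as higher, with log2 fold changes from -2.22 to 2.02. The same 2 higher and 3 lower loci were called when adjusted over the list alone. HB1 and TRFL2 also rose from PR to ripe in Sd. At the PR stage HB1 and HIS1-3 were lower in NSd, and the other 4 were not called. The list was chosen by the study on these libraries and is not independent evidence of direction. The E. guineensis transcriptomes were not analysed here. Calls between the ripe palms ended for ERF104 without replicate 4, 5, 6, 10, 11 or 12 (adjusted p = 0.0123 to 0.0228), YLS9 without replicate 4, 5, 6, 10, 11 or 12 or with no filter (adjusted p = 0.0112 to 0.0267), HB1 without replicate 5 or 11 (adjusted p = 0.0101 to 0.0127) and LHT1 without replicate 11 or 12 (adjusted p = 0.0143).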

## 4. Discussion

### 4.1. Evidence for Transcription Factors and Hormone-Signaling Pathways Common to Organ Abscission Processes That Function during Oil Palm Fruit Abscission

The current study provides evidence that the NSd fruit character identified within an *E. oleifera* population is caused by perturbations to gene expression profiles, and hence, the gene network that underlies the abscission process. A histological comparison of the NSd and Sd fruit AZs revealed no apparent differences, while the transcriptome study provided substantial evidence for changes in gene expression in the ripe fruit NSd AZ compared to a normal Sd fruit AZ, directly or indirectly related to the inability of this individual to shed fruit. The results indicated no obvious difference in the AZ anatomy between the two palms. As previously shown, the AZ of *E. oleifera* is different from that of *E. guineensis* [6]. Both the NSd and Sd palms had similar characteristics, which included an abrupt transition between the mesocarp and the pedicel, with a mesocarp that stains darker blue than the pedicel. Studies with tomato and Arabidopsis have identified mutants that are affected in AZ development, all of which affect transcription factors, which confer a non-abscission phenotype due to defects in AZ development [23,24]. In contrast, a number of mutants, in particular, those of the model Arabidopsis, have been identified that provide insight into the AZ acquisition of competence to respond to abscission signals during floral organ abscission, which includes mutations that affect hormone signaling, transcriptional response and other signaling pathways [12]. In our current study, the most common annotation for both up- and down-missregulated DEGs in the non-shedding variant are for genes that encode functions of transcription factors and signal transduction (Figure 4). Furthermore, an enrichment test found gene annotations for hormone metabolism significantly more represented in DEGs. These results suggest that the NSd fruit character is caused by perturbations to the expression of genes that encode for functions involved in the transcriptional regulation and signal transduction events important for fruit shedding to take place, in particular, those related to hormones, as highlighted in previous transcriptome studies [6,33,34,35,36,37,38]. 

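Hormone lists fixed from the locus descriptions held few loci called between the ripe palms. Auxin transport and conjugates had 4 of 26 loci lower and none higher (5 lower when adjusted over the list alone; camera adjusted p = 0.643). The conjugating enzyme GH3 (LOC105058018), which joins auxin to amino acids, was at 3.76 ± 0.343 RPKM in ripe NSd and 14.6 ± 4.23 in ripe Sd (SD, n = 3; log2 fold change -1.67, SE 0.22, adjusted p = 0.00146). The carrier PIN-LIKES 6 (LOC105046029) was at 1.44 ± 0.656 against 5.6 ± 1.58 RPKM (log2 fold change -1.44, SE 0.25, adjusted p = 0.00475). Among 8 loci of ABA synthesis and breakdown, 1 was lower, also when adjusted over the list alone (camera adjusted p = 0.313). This was 9-cis-epoxycarotenoid dioxygenase (LOC105046802), the enzyme that commits carotenoids to ABA, at 1.07 ± 0.328 against 5.32 ± 1.31 RPKM (log2 fold change -1.60, SE 0.28, adjusted p = 0.00524). No locus was called of 11 in ethylene perception and signaling (limma; 5 lower and 0 higher at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.0518), nor of 35 in cytokinin metabolism and response (limma; 4 higher and 3 lower at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.557). Calls ended for PIN-LIKES 6 without replicate 5, 6, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0115 to 0.0254) and the dioxygenase without replicate 4, 5, 6, 8, 10, 11 or 12 or with no filter (adjusted p = 0.0101 to 0.0284).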

Notably, several genes with downregulated profiles encode for functions that involve plant hormone transcriptional regulation, signaling and homeostasis, including those for ethylene (ET), jasmonic acid (JA), abscisic acid (ABA), cytokinin (CK), salicylic acid (SA) and auxin (Figure 5). Genes related to ethylene and auxin signaling, homeostasis and response were found both up- and downregulated in the NSd variant. 

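Ethylene response factors went both ways between the ripe palms. Of 92 such loci, 7 were higher and 8 lower in NSd (13 and 14 adjusted over the list alone), with log2 fold changes from -4.10 to 3.63. The list as a whole was not shifted (camera adjusted p = 0.341). Of 72 auxin response loci 1 was higher and 1 lower (2 and 1 adjusted over the list alone), while 10 were higher and 25 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0687). The auxin-responsive protein SAUR78 (LOC105041695), of a family linked to cell expansion, was at 349.6 ± 92.5 RPKM in ripe NSd and 78.1 ± 31.4 in ripe Sd (SD, n = 3; log2 fold change 2.21, SE 0.41, adjusted p = 0.00666). Auxin response factor 12 (LOC105034684), a transcription factor, was at 4.5 ± 0.145 against 14.5 ± 1.57 RPKM (log2 fold change -1.49, SE 0.11, adjusted p = 3.22e-05), and it was lower in NSd at the PR stage too (log2 fold change -1.59, adjusted p = 1.57e-06). The SAUR78 call ended without replicate 4, 5, 6, 8, 10, 11 or 12, with no filter or with robust moderation (adjusted p = 0.0102 to 0.0294).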

Our hypothesis is that the deregulation of these important hormone-related genes results in an AZ incompetent to respond to abscission signals [39,40,41,42].

Within the group of genes with perturbed gene expression, key genes were found that are implicated in the cell-separation processes of Arabidopsis and could provide insight into the basis of the NSd phenotype of the variant palm. Firstly, a DEG (LOC105043978) that encodes a protein similar to the Arabidopsis Dof-type zinc finger DNA-binding family protein/CYCLING DOF FACTOR 4 (CDF4) induces a number of key floral abscission-related processes in Arabidopsis [43]. The CDF4 TF increases endogenous ABA levels through the upregulated transcription of the ABA biosynthesis genes 9-cis-epoxycarotenoid dioxygenase 2, 3 (NCED2, 3) and increases ROS by the suppression of H_2_O_2_ scavenging through the repressed expression of the *catalase2* (*CAT2*) gene. Additionally, CDF4 activates the *PGAZAT* gene, which encodes a key polygalacturonase (PG) involved in floral organ abscission [44]. 

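The CDF4-like Dof factor LOC105043978 had its highest mean in ripe Sd, at 24.3 ± 6.67 RPKM (SD, n = 3), with 11 ± 1.08 in PR Sd, 13.7 ± 3.21 in PR NSd and 10.8 ± 3.08 in ripe NSd. In all 3 ripe NSd libraries it was below all 3 ripe Sd libraries, a separation that chance gives in 10% of loci. The difference between the ripe palms did not pass the test (log2 fold change -1.10, SE 0.23, adjusted p = 0.0121), nor did that between the stages of Sd (log2 fold change 1.04, SE 0.23, adjusted p = 0.0218) or of NSd (log2 fold change -0.33, adjusted p = 0.256). The stage change differed between the palms (interaction adjusted p = 0.00797). A 9-cis-epoxycarotenoid dioxygenase, LOC105046802, was the member called of 8 loci of ABA synthesis and breakdown between the ripe palms. It was lower in ripe NSd and did not pass the test between the stages in Sd (log2 fold change 1.25, adjusted p = 0.0232). Whether it is the counterpart of a target named above was not tested. Between the ripe palms none of 38 loci of ROS scavenging was called (limma), and of 23 polygalacturonases 1 was higher and 1 lower in NSd. The interaction of LOC105043978 was not called without replicate 1, 2, 3, 5, 6, 7, 8, 9, 11 or 12 or with no filter (adjusted p = 0.0105 to 0.0219), and the dioxygenase was not called between the ripe palms without replicate 4, 5, 6, 8, 10, 11 or 12 or with no filter (adjusted p = 0.0101 to 0.0284).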

The reduced expression of a *CDF4-like* gene in the ripe fruit AZ of the NSd variant could result in the inhibition of these key abscission processes and a potential basis of the NSd phenotype. Further evidence of perturbations to ABA signaling and response comes from the identification of two DEGs (LOC105060191 and LOC105051963) that encode a protein similar to a WRKY DNA-binding protein40 (WRKY40), which is a central negative regulator of ABA-related signal transduction [45]. 

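Both WRKY40-like loci were high in ripe Sd and in PR NSd and low in the other groups. LOC105060191 (annotated WRKY76) stood at 70.8 ± 32.5 RPKM in PR Sd and 317 ± 78.2 in ripe Sd, but at 364 ± 109 in PR NSd and 69 ± 7.46 in ripe NSd (SD, n = 3). LOC105051963 (annotated WRKY71) stood at 30.9 ± 3.58 and 135 ± 45.4 RPKM in Sd and at 160.0 ± 69.9 and 18.4 ± 4.75 in NSd. Both rose with ripening in Sd (log2 fold change 2.21, adjusted p = 0.00279, and log2 fold change 2.04, adjusted p = 0.00753) and fell in NSd (log2 fold change -2.35, adjusted p = 0.000114, and log2 fold change -2.96, adjusted p = 6.67e-05). In ripe NSd they were lower than in ripe Sd (log2 fold change -2.16, SE 0.30, adjusted p = 0.00171 for LOC105060191; log2 fold change -2.77, SE 0.35, adjusted p = 0.00109 for LOC105051963). At the PR stage they were higher in NSd (log2 fold changes 2.40 and 2.22, adjusted p = 7.09e-05 and 0.000332). A further WRKY71 locus, LOC105038142, was also lower in ripe NSd, at 1.45 ± 0.932 against 16.1 ± 9.82 RPKM (log2 fold change -2.68, adjusted p = 0.00417). Of 71 WRKY factors in all, 5 were lower and 0 higher in ripe NSd (limma, 5 lower adjusted over the list alone, 20 lower and 13 higher at an unadjusted p under 0.05, camera adjusted p = 0.715). The 5 include both WRKY40-like loci, which the study chose on these libraries, so their direction is not independent evidence. The differences between the ripe palms were not called without replicate 11 or 12 (adjusted p = 0.0113 to 0.0118) for LOC105060191 and without replicate 5, 6, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0123 to 0.0222) for LOC105038142. The rises in Sd were not called without replicate 7, 8, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0144 to 0.0192) for LOC105060191 and without replicate 2, 5, 7, 8, 11 or 12, with no filter, with only the compared groups fitted or with robust moderation (adjusted p = 0.0103 to 0.0401) for LOC105051963.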

ABA appears to repress the WRKY40 transcription repressor during stressful conditions, in cooperation with light, to allow plants to adapt to environmental stresses [46]. In addition to ABA signal transduction, there is a DEG (LOC105047868) for the ABA transporter gene *AtABCG40* [47] that is also less expressed in the NSd variant AZ, suggesting transcriptional changes for ABA homeostasis and signal transduction are both affected.

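The ABCG40-like transporter LOC105047868 followed the same course as the WRKY40-like loci. Its mean was 13.1 ± 7.24 RPKM in PR Sd and 39.6 ± 7.32 in ripe Sd, against 45.9 ± 5.1 in PR NSd and 13.3 ± 4.3 in ripe NSd (SD, n = 3). It was higher in NSd at the PR stage (log2 fold change 1.85, adjusted p = 0.00069) and fell from PR to ripe in that palm (log2 fold change -1.76, adjusted p = 0.00119). Between the ripe palms all 3 NSd libraries lay below all 3 Sd libraries, as chance gives in 10% of loci, but the difference did not pass the test (log2 fold change -1.54, SE 0.32, adjusted p = 0.0116), and neither did that between the stages of Sd (log2 fold change 1.63, adjusted p = 0.0133). As a list, the 4 ABA-related loci of the paper were all lower in ripe NSd when adjusted over the list alone, a direction that is not independent evidence because the study chose them on these libraries.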

The second notable DEG linked to an Arabidopsis cell-separation process encodes a protein similar to DELAYED DEHISCENCE 2 (DDE2), an allene oxide synthase (AOS), which is a key enzyme in JA biosynthesis [48]. The dde2-2 mutant, a result of a frameshift in the gene, is defective in anther dehiscence [49]. The reduced expression of an *AOS* gene in the NSd variant palm AZ could lower JA amounts, whereas JA is a positive inducer of both Arabidopsis anther dehiscence and floral organ abscission [50]. Indeed, the current study found five other JA-related transcripts with perturbed expression profiles in the NSd variant palm fruit AZ. 

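The allene oxide synthase locus LOC105039328 rose in Sd from 59.8 ± 27.4 RPKM at PR to 185 ± 25.9 at the ripe stage (SD, n = 3; log2 fold change 1.70, SE 0.29, adjusted p = 0.00756). In NSd it was at 36.9 ± 11 and 60.2 ± 9.53 RPKM, a difference that did not pass the test (log2 fold change 0.73, adjusted p = 0.0571). Ripe NSd was thus lower than ripe Sd (log2 fold change -1.61, SE 0.29, adjusted p = 0.00578), while the stage changes of the palms were not shown to differ (interaction adjusted p = 0.0846). Of 21 loci of jasmonate synthesis, 2 were lower and none higher in ripe NSd, also when adjusted over the list alone (camera adjusted p = 0.0226, and adjusted p = 0.469 with an estimated correlation). The other was the linoleate 13S-lipoxygenase LOC105039460, which makes the hydroperoxide that allene oxide synthase uses, at 5.5 ± 0.71 RPKM in ripe NSd and 16 ± 5.96 in ripe Sd (log2 fold change -1.33, SE 0.21, adjusted p = 0.00292). It was far lower in PR NSd than in PR Sd, at 0.203 ± 0.0902 against 18.8 ± 2.8 RPKM (log2 fold change -4.03, adjusted p = 1.91e-07). The study chose the allene oxide synthase locus on these libraries, so its direction is not independent evidence. The allene oxide synthase call between the ripe palms ended without replicate 4, 5, 6, 8, 10, 11 or 12 or with no filter (adjusted p = 0.0107 to 0.0304), and that of the lipoxygenase without replicate 5 or 6 or with only the compared groups fitted (adjusted p = 0.0125 to 0.0147). The rise of the allene oxide synthase in Sd was not called without replicate 2, 5, 6, 7, 8, 10, 11 or 12, with no filter or with only the compared groups fitted (adjusted p = 0.0105 to 0.0408).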

Importantly, a number of downregulated DEGs are transcripts that encode JA ZIM-domain proteins (JAZ), which are repressor proteins of the JA response [48]. A total of four DEGs (LOC105042036, LOC105051062, LOC105053062 and LOC105058608) encode JAZ-like proteins, JAZ1, JAZ2, JAZ10 and JAZ2/TIFY10B, shown to function as repressors of the Arabidopsis JA response [51,52,53]. JA is known to accumulate in response and function to resist abiotic or biotic stresses but also has roles during development of roots, reproductive organs and plant senescence [48]. A major control point of the JA response is when JA or its amino acid derivatives (e.g., JA-isoleucine) bind to the JA receptor (CORONATINE INSENSITIVE1), which results in the degradation of the JAZ repressor proteins via the ubiquitination-proteasome proteolytic pathway and releases the inhibition of the basic helix-loop-helix(bHLH) TF protein MYC2, a master regulator of the JA transcriptional response [48]. 

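The 4 JAZ loci had a common profile, with high means in ripe Sd and PR NSd and low means in PR Sd and ripe NSd. LOC105058608 was the most abundant, at 306 ± 155 RPKM in PR Sd and 896 ± 207 in ripe Sd, but 1039 ± 258 in PR NSd and 234 ± 99.3 in ripe NSd (SD, n = 3). LOC105042036 was at 94.5 ± 56.1 and 351 ± 86.2 RPKM in Sd and at 315 ± 94.2 and 68.5 ± 22.5 in NSd, LOC105053062 at 31.6 ± 7.62 and 110.3 ± 37.4 in Sd and at 156 ± 58.9 and 28.4 ± 6.72 in NSd, and LOC105051062 at 2.21 ± 1.22 and 12.2 ± 3.73 in Sd and at 33.1 ± 8.6 and 3.92 ± 1.72 in NSd. In Sd, LOC105051062 and LOC105053062 rose (log2 fold change 2.06, adjusted p = 0.00611, and log2 fold change 1.74, adjusted p = 0.00855), while the changes of LOC105042036 (log2 fold change 2.01, adjusted p = 0.0105) and LOC105058608 (log2 fold change 1.63, adjusted p = 0.0221) did not pass the test. Between the ripe palms LOC105042036 (log2 fold change -2.36, adjusted p = 0.00319), LOC105053062 (log2 fold change -1.89, adjusted p = 0.00363) and LOC105058608 (log2 fold change -1.99, adjusted p = 0.00639) were lower in NSd, and LOC105051062 was not called (log2 fold change -1.45, adjusted p = 0.0165). In all 4 the ripe NSd libraries lay below the ripe Sd libraries, as chance gives in 10% of loci. From PR to ripe all 4 fell in NSd (log2 fold changes -2.19, -2.84, -2.37 and -2.21, in the order LOC105042036, LOC105051062, LOC105053062 and LOC105058608). At PR all 4 were higher in NSd, by log2 fold changes of 1.84, 3.44, 2.22 and 1.85 in that order. Of 16 JAZ repressors in the whole transcriptome, 4 were lower and 0 higher in ripe NSd (limma; 5 lower adjusted over the list alone; 9 lower and 2 higher at an unadjusted p under 0.05; camera adjusted p = 0.00929, and adjusted p = 0.469 with an estimated correlation). At PR 7 of them were higher and 3 lower in NSd (8 and 3 adjusted over the list alone, camera adjusted p = 0.000185, and adjusted p = 0.275 with an estimated correlation). The JAZ repressors called between the ripe palms include LOC105042036, LOC105053062 and LOC105058608. The study chose these loci on these libraries, so the list's counts and camera results are not independent evidence of direction. Calls between the ripe palms ended for LOC105042036 without replicate 4, 5, 11 or 12 (adjusted p = 0.0141 to 0.0189), LOC105053062 without replicate 4, 5, 11 or 12 (adjusted p = 0.0155 to 0.0199) and LOC105058608 without replicate 4, 5, 8, 11 or 12, with no filter or without the 3 PR NSd libraries (adjusted p = 0.0103 to 0.0326). Rises in Sd ended for LOC105051062 without replicate 7, 8, 11 or 12, with no filter or with only the compared groups fitted (adjusted p = 0.0129 to 0.0376) and LOC105053062 without replicate 3, 4, 5, 6, 7, 8, 11 or 12, with no filter, with only the compared groups fitted or with robust moderation (adjusted p = 0.0101 to 0.0429), and at PR the call of LOC105042036 ended with only the compared groups fitted (adjusted p = 0.01).

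**Figure D2:**
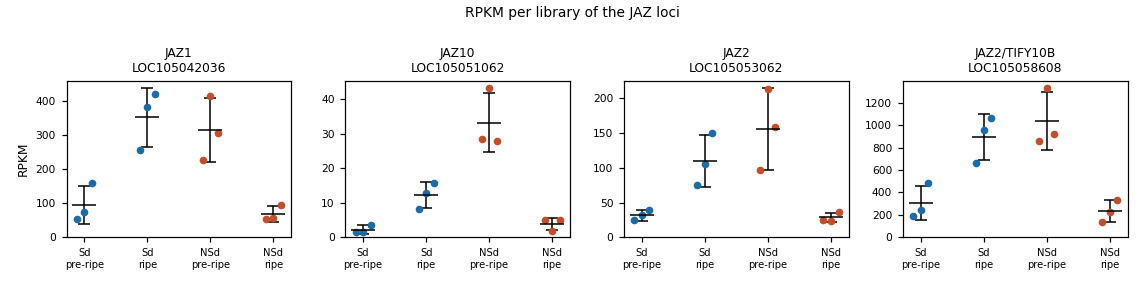
RPKM of the 4 JAZ loci in each library (points), with the mean and SD of each group of 3 libraries (bars), for PR and ripe Sd (blue) and PR and ripe NSd (red). For LOC105058608 the means go from 306 to 896 RPKM with ripening in Sd and from 1039 to 234 in NSd.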

In our study, it is remarkable to find four different gene loci, all with corresponding transcripts that normally increase from the PR stage to the R stage in a normal fruit-shedding palm, that have lower accumulation in the NSd variant AZ. 

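The bHLH13-like locus LOC105047615, the JAM2-like repressor of jasmonate responses, was at 16.6 ± 7.28 RPKM in PR Sd, 41 ± 4.64 in ripe Sd, 25.2 ± 8.85 in PR NSd and 16.9 ± 1.41 in ripe NSd (SD, n = 3). All 3 ripe NSd libraries were below all 3 ripe Sd libraries, which chance gives in 10% of loci. Neither the difference between the ripe palms (log2 fold change -1.23, SE 0.28, adjusted p = 0.0164) nor that between the stages of Sd (log2 fold change 1.33, SE 0.28, adjusted p = 0.0175) passed the test. The stage changes did differ between the palms (interaction adjusted p = 0.00468), though this was not called without replicate 2, 5, 6, 7, 8, 11 or 12 (adjusted p = 0.0108 to 0.0144). Together with the allene oxide synthase and JAZ loci it makes 6 jasmonate loci, all lower in ripe NSd when adjusted over the list alone and 4 of them over all loci, a list that the study chose on these libraries.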

Finally, there is an additional DEG (LOC105047615) that encodes a protein similar to the bHLH TF JASMONATE-ASSOCIATED MYC2-LIKE1 (JAM2) that also negatively regulates JA responses and which is mostly antagonistic to the positive activity of MYC2 in JA response [54]. Collectively, these results provide substantial evidence for major perturbations in key components of JA-related signaling and biosynthesis, which could be a basis of the NSd phenotype.

Ethylene and auxin are antagonistic with key abscission regulatory roles, with ET that promotes and auxin that inhibits the abscission process. Furthermore, an ET-dependent decrease in auxin in the AZ leads to the acquisition of ET sensitivity and abscission competence [15,39]. Previous work has shown that ET can accelerate *E. guineensis* fruit abscission through modulation of gene expression [7,9,11]. 

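Both ERF-1-like loci, LOC105043735 and LOC105053951, had the highest mean in ripe Sd and the lowest in ripe NSd. LOC105043735 was at 66.1 ± 19.8 RPKM in PR Sd, 180.1 ± 31.9 in ripe Sd, 95.6 ± 18.8 in PR NSd and 59.4 ± 13 in ripe NSd (SD, n = 3). LOC105053951 was at 66.5 ± 18, 147 ± 38.2, 71.8 ± 13.1 and 36.7 ± 12.8 RPKM in the same groups. In the ripe stage both were lower in NSd (log2 fold change -1.59, SE 0.23, adjusted p = 0.00205 for LOC105043735; log2 fold change -2.0, SE 0.28, adjusted p = 0.00185 for LOC105053951). In Sd, LOC105043735 rose with ripening (log2 fold change 1.46, adjusted p = 0.0056) and LOC105053951 did not pass the test (log2 fold change 1.14, adjusted p = 0.0334). In NSd neither stage change passed the test (log2 fold change -0.68, adjusted p = 0.0299, and log2 fold change -1.00, adjusted p = 0.013). Stage changes differed between the palms for both (interaction adjusted p = 0.00065 and 0.00201). The differences between the ripe palms were not called without replicate 5, 11 or 12 (adjusted p = 0.0128 to 0.0135) for LOC105043735 and without replicate 11 (adjusted p = 0.0117) for LOC105053951, and the rise of LOC105043735 in Sd was not called without replicate 7, 8, 11 or 12, with no filter or with only the compared groups fitted (adjusted p = 0.0114 to 0.0357).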

In the current study, the NSd variant had reduced amounts of two similar DEGs (LOC105043735 and LOC105053951) for the ERF-1 (Ethylene Response Factor-1) that functions to maintain a balance between cambium-driven growth and adaptation to environmental stress [55]. This is notable, given the similarities between the molecular basis of meristem maintenance and the abscission process and the importance of the environment in modulating the acquisition of AZ competence and function [14,16,56,57]. In contrast, other DEGs (LOC105059334, LOC105054588, LOC105060890, LOC105050553, LOC105035740, LOC105043386, LOC105043733) for ERF-related TF genes are upregulated in the NSd variant, the majority of which are related to abiotic and biotic stress [58,59,60,61,62,63] and one (LOC105042035) for fruit ripening [64]. 

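All 8 ERF-related loci were higher in ripe NSd than in ripe Sd, and in all 8 the 3 ripe NSd libraries lay above the 3 ripe Sd libraries, as chance gives in 10% of loci. ERF109 (LOC105060890) differed most, at 208 ± 33.8 RPKM in ripe NSd and 15.9 ± 2.62 in ripe Sd (SD, n = 3; log2 fold change 3.63, SE 0.51, adjusted p = 0.00176). A pair of DREB1C loci, factors of the cold and dehydration response, came next. LOC105054588 was at 460.0 ± 97.3 against 42.8 ± 18.2 RPKM (log2 fold change 3.48, adjusted p = 0.00101) and LOC105059334 at 375 ± 73.5 against 45.1 ± 2.98 RPKM (log2 fold change 3.01, adjusted p = 0.00189). ERF9 (LOC105050553), at 999 ± 46.8 against 209.6 ± 16.4 RPKM, was the most abundant (log2 fold change 2.25, adjusted p = 0.00355). ERF4 (LOC105035740) was at 694 ± 50.1 against 136 ± 23.1 RPKM (log2 fold change 2.35, adjusted p = 0.00154), DREB1G (LOC105043386) at 226 ± 55.7 against 57.5 ± 21.4 RPKM (log2 fold change 1.99, adjusted p = 0.00609) and ERF017 (LOC105042035) at 348 ± 11.9 against 108 ± 21.2 RPKM (log2 fold change 1.70, adjusted p = 0.00401). The log2 fold change of LOC105043733 was 2.02 (adjusted p = 0.00451). From PR to ripe in Sd all 8 had negative log2 fold changes, but only ERF109 passed the test (log2 fold change -2.88, adjusted p = 0.00833), while none of the 7 loci other than LOC105043733 was called between the stages of NSd by limma (log2 fold change -1.12, adjusted p = 0.0242 for DREB1G, the only one under an unadjusted p of 0.05). Of the 10 DREB factors in the transcriptome 3 were higher and 0 lower in ripe NSd, also when adjusted over the list alone (camera adjusted p = 0.0226, and adjusted p = 0.264 with an estimated correlation). Because the study chose the 8 loci on these libraries, their direction is not independent evidence. Of the 8 calls between the ripe palms, those lost were 4 without replicate 4 (adjusted p = 0.0117 to 0.0194), 6 without replicate 5 (adjusted p = 0.0101 to 0.0245), 4 without replicate 6 (adjusted p = 0.0123 to 0.0222), 1 without replicate 8 (adjusted p = 0.0107), 3 without replicate 10 (adjusted p = 0.011 to 0.0155), 5 without replicate 11 (adjusted p = 0.0103 to 0.0228) and 7 without replicate 12 (adjusted p = 0.0107 to 0.031). The fall of ERF109 in Sd was not called without replicate 2, 5, 6, 7, 8, 10, 11 or 12, with no filter, with only the compared groups fitted, with robust moderation or without the 3 PR NSd libraries (adjusted p = 0.0111 to 0.045).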

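The LHT1-like amino acid transporter LOC105053311 was at 31.5 ± 2.84 RPKM in ripe NSd and 100.2 ± 18 in ripe Sd (SD, n = 3). The difference passed the test (log2 fold change -1.63, SE 0.24, adjusted p = 0.00223), and all 3 ripe NSd libraries lay below all 3 ripe Sd libraries, as chance gives in 10% of loci. With the ERF-1-like loci it forms a list of 3 ethylene-related loci, all 3 called as lower both over all loci and adjusted over the list alone, though the study chose them on these libraries. The LHT1 call ended without replicate 11 or 12 (adjusted p = 0.0143).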

Finally, there is one DEG (LOC105053311) that encodes LHT1, involved in the uptake of ACC, the precursor of ET [32], which has lower expression in the ripe fruit NSd AZ than in the normal Sd AZ. This suggests the NSd variant not only sustains changes to ET related transcriptional responses but also to ET homeostasis, which could also be a basis for the lack of competence to undergo cell separation in the NSd AZ.

Auxin depletion in AZ cells, which can be a result of different mechanisms, including auxin metabolism (biosynthesis, conjugation and degradation) and cellular auxin transport, results in an increase in ET sensitivity that induces cell separation and organ abscission [15]. In the current study, we found four auxin-related DEGs with perturbed gene expression in the variant AZ relevant to auxin homeostasis and response. 

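Of the 3 auxin loci with a lower mean in ripe NSd, the PILS5-like carrier LOC105055275 passed the test, at 8.1 ± 0.894 RPKM in ripe NSd and 32.9 ± 5.67 in ripe Sd (SD, n = 3; log2 fold change -1.89, SE 0.27, adjusted p = 0.00202). It rose with ripening in Sd from 8.99 ± 3.43 RPKM (log2 fold change 1.81, adjusted p = 0.00447) and fell in NSd from 39.2 ± 12.1 RPKM (log2 fold change -2.10, adjusted p = 0.000127). The IAR3-like hydrolase LOC105037126, which frees auxin from its conjugates, was at 37.6 ± 3.91 against 128 ± 54.5 RPKM (log2 fold change -1.65, SE 0.40, adjusted p = 0.0209). The kinase CIPK6 (LOC105038143) was at 51.2 ± 5.33 against 122 ± 23.1 RPKM (log2 fold change -1.22, SE 0.28, adjusted p = 0.0179). Neither of these passed the test, although the ripe NSd libraries lay below the ripe Sd libraries for all 3 loci, as chance gives in 10% of loci. All 3 were lower when adjusted over the paper's list of auxin loci alone, which the study chose on these libraries. The PILS5-like difference between the ripe palms was not called without replicate 11 or 12 (adjusted p = 0.0128 to 0.0133), and its rise in Sd was not called without replicate 7, 8, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0138 to 0.0264).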

Three DEGs that encode proteins involved in auxin transport were identified to be less expressed in the variant ripe fruit AZ, one (LOC105055275) for an auxin efflux carrier family protein similar to PIN-LIKES 5 (PILS5), which regulates intracellular auxin homeostasis [65], one (LOC105037126) for a protein similar to IAR3, which hydrolyzes an inactive conjugated form of auxin (IAA-alanine) and releases bioactive auxin (IAA) [66], and one (LOC105038143) for a calcineurin B-like protein (CBL)-interacting protein kinase (CIPK) involved in basipetal auxin transport [67]. In contrast, a DEG (LOC105052677) that encodes a protein similar to PINOID (PID)-binding protein, involved in auxin signal transduction and response [68], was significantly higher in both the PR and ripe variant fruit AZ. These results provide evidence for major transcriptional changes that may lead to both changes in auxin homeostasis and signaling in the NSd variant and another possible mechanism for the lack of competence of the NSd AZ to undergo abscission.

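The PBP1-like calcium-binding protein LOC105052677 was among the more abundant transcripts, at 1832 ± 71.9 RPKM in ripe NSd and 368 ± 98.6 in ripe Sd (SD, n = 3; log2 fold change 2.35, SE 0.33, adjusted p = 0.00186). At the PR stage it was at 2581 ± 1033 RPKM in NSd and 1256 ± 448 in Sd, a difference that did not pass the test (log2 fold change 1.01, SE 0.33, adjusted p = 0.0223). The stage change did not pass it in Sd (log2 fold change -1.74, adjusted p = 0.0113) or in NSd (log2 fold change -0.40, adjusted p = 0.326), and the stage changes of the palms were not shown to differ (interaction adjusted p = 0.0439). The call between the ripe palms ended without replicate 12 (adjusted p = 0.0119).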

### 4.2. Evidence That Changes in ROS Homeostasis and Hemicellulose Metabolism Are a Part of the Basis for the NSd Phenotype

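The UGT85A2-like glucosyltransferases, LOC105036203 and LOC105041939, showed the profile of high means in ripe Sd and PR NSd. LOC105036203 was at 123 ± 38.6 RPKM in PR Sd, 337 ± 92 in ripe Sd, 349 ± 179.8 in PR NSd and 61.7 ± 15.9 in ripe NSd (SD, n = 3), and LOC105041939 at 66.2 ± 28.6, 192 ± 51.7, 182 ± 116 and 25.8 ± 1.55 RPKM. Both were lower in ripe NSd than in ripe Sd (log2 fold change -2.42, SE 0.40, adjusted p = 0.0037 for LOC105036203; log2 fold change -2.82, SE 0.44, adjusted p = 0.00286 for LOC105041939) and fell with ripening in NSd (log2 fold changes -2.35 and -2.54, adjusted p = 0.00071 and 0.000787). Their stage changes in Sd did not pass the test (adjusted p = 0.0495 and 0.0518). The S5H-like locus LOC105036760, annotated as flavanone 3-dioxygenase 2, was at 15.8 ± 7.49 RPKM in ripe NSd and 65.3 ± 18.2 in ripe Sd, with all 3 NSd libraries below all 3 Sd libraries (chance gives 10%), and did not pass the test (log2 fold change -2.03, SE 0.41, adjusted p = 0.0103). Adjusted over the list of these 3 loci alone all 3 were lower, but the study chose them on these libraries. Of the 2 UGT85A2 calls, those lost were 2 without replicate 4 (adjusted p = 0.0106 to 0.0121), 2 without replicate 5 (adjusted p = 0.0132 to 0.0142), 2 without replicate 6 (adjusted p = 0.0117 to 0.0151), 2 without replicate 11 (adjusted p = 0.0156 to 0.0197) and 2 without replicate 12 (adjusted p = 0.0178 to 0.0217).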

Other evidence for transcriptional perturbations related to hormone homeostasis include two DEGs (LOC105036203 and LOC105041939) that encode proteins similar to a UDP-glucosyl transferase 85A2 (UGT85A2) implicated in CK homeostasis [69] and one (LOC105036760) for an SA 5-hydroxylase (S5H/DMR6) implicated in SA homeostasis [70], both of which are expressed lower in the ripe variant fruit AZ. 

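Loci of the EXORDIUM family were among the largest differences between the ripe palms. LOC105056795 was at 768 ± 204 RPKM in ripe NSd and 135 ± 47.9 in ripe Sd (SD, n = 3; log2 fold change 2.54, SE 0.39, adjusted p = 0.0028), and LOC105056794 at 491 ± 78.9 against 80.3 ± 39.3 RPKM (log2 fold change 2.71, SE 0.45, adjusted p = 0.0037). A further EXORDIUM locus, LOC105056796, was at 184 ± 51.9 against 13.8 ± 3.21 RPKM (log2 fold change 3.62, SE 0.54, adjusted p = 0.00239), and EXORDIUM-like 3 (LOC105054768) at 10.2 ± 1.45 against 0.675 ± 0.474 RPKM (log2 fold change 2.77, SE 0.27, adjusted p = 0.000234). Of the 10 members, 4 were higher and 1 lower in ripe NSd (6 and 2 adjusted over the list alone, camera adjusted p = 0.000643, and adjusted p = 0.264 with an estimated correlation). The lower one was EXORDIUM-like 2 (LOC105056792), at 92.2 ± 19.0 against 227.5 ± 73.7 RPKM (log2 fold change -1.26, adjusted p = 0.0095). It rose with ripening in Sd (log2 fold change 1.62, adjusted p = 0.00539). The study chose LOC105056795 and LOC105056794 on these libraries, so their direction is not independent evidence. In Sd neither LOC105056795 (log2 fold change -1.96, adjusted p = 0.0136) nor LOC105056794 (log2 fold change -2.04, adjusted p = 0.0199) passed the test between the stages, and at PR the palms did not differ by the test (adjusted p = 0.25 and 0.665). In NSd, LOC105056796 (log2 fold change 2.08, adjusted p = 0.00858) and EXORDIUM-like 3 (log2 fold change 2.84, adjusted p = 1.69e-05) rose with ripening. Calls between the ripe palms ended for LOC105056795 without replicate 5, 6, 11 or 12 (adjusted p = 0.0124 to 0.0155), LOC105056794 without replicate 4, 5, 6, 11 or 12 (adjusted p = 0.0112 to 0.0183) and LOC105056796 without replicate 5, 6, 11 or 12 (adjusted p = 0.0109 to 0.0149). The rise of LOC105056796 in NSd was not called without replicate 1, 2, 3, 4, 5, 6, 8, 10, 11 or 12, with no filter, with rescaled RPKM, with rRNA loci out of the totals or with robust moderation (adjusted p = 0.0111 to 0.0398).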

Finally, two DEGs (LOC105056795 and LOC105056794) for protein similar to a phosphate-responsive 1 family protein EXORDIUM (EXO), involved in signaling processes that coordinate BR responses with environmental or developmental signals [71], was expressed higher in the ripe fruit variant AZ. A recent article showed that exogenous BR application reduced ethylene-induced litchi fruitlet abscission, caused by a lower ET production and the suppression of ethylene biosynthetic gene expression [72]. While in our study, we found no evidence for a repression of ET biosynthesis, the variant has perturbed transcription of BR signaling.

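Of 22 loci of ethylene synthesis (ACC synthases, ACC oxidases and S-adenosylmethionine synthases), 1 was lower and 0 higher in ripe NSd than in ripe Sd (limma; 2 lower adjusted over the list alone; 5 lower and 5 higher at an unadjusted p under 0.05; camera adjusted p = 0.643). The lower locus was the ACC oxidase LOC105035107, an enzyme of the last step, at 21.3 ± 12.7 RPKM in ripe NSd and 190.5 ± 62.2 in ripe Sd (SD, n = 3; log2 fold change -3.21, SE 0.53, adjusted p = 0.00386). In PR NSd it was at 239 ± 128 RPKM, from which it fell with ripening (log2 fold change -3.40, adjusted p = 0.000435), while in Sd the stages did not differ by the test (91.5 ± 46.1 RPKM at PR; log2 fold change 1.10, adjusted p = 0.248). From PR to ripe in Sd, 1 of the 22 loci rose and 0 fell (2 rose when adjusted over the list alone; 7 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.0127, and adjusted p = 0.435 with an estimated correlation). The locus that rose, named after its values were seen, was the ACC oxidase 1 homolog LOC105047965 (log2 fold change 1.81, adjusted p = 0.00301). The difference of LOC105035107 between the ripe palms was not called without replicate 5, 6, 11 or 12 (adjusted p = 0.0134 to 0.0224).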

ROS production is involved in the abscission of different organs, including Arabidopsis floral organs, lupine flowers, cotton leaves, water-deficit-stress-induced cassava leaves and carbohydrate-stress-induced longan fruit abscission [73,74,75,76,77,78]. During Arabidopsis floral organ abscission, differential ROS distribution characterizes the AZ residuum cells (RECs), which have a higher accumulation of superoxide (O_2_^−^) and secession cells (SECs), with a higher accumulation of hydrogen peroxide (H_2_O_2_). Cell separation occurs between the RECs and the SECs, while RECs remain attached to the plant and eventually form the protective layer, and SECs are shed with the floral organ. The accumulation of H_2_O_2_ is related to a higher amount of lignin formation in the SECs, which may limit the diffusion of cell wall enzymes, while lignin is absent in the RECs cell walls that are more accessible to enzymatic activity [74,75]. During carbohydrate-starvation-induced longan fruit abscission, a burst of ROS in the AZ, in particular, H_2_O_2_, is compartmentalized differentially and could function both in cell-wall modifications and as a plant-signaling molecule [78]. Indeed, the ROS pathway can be localized in different cellular compartments and functions during development through interactions with different phytohormones, including ET, JA, SA, ABA and GA [79]. In the current study, we identified 4 DEGs related to ROS homeostasis with decreased expression in the AZ of the NSd variant, including one (LOC105054147) for the phenylalanine biosynthetic enzyme ADT3, which buffers excess ROS during seedling development [80], one (LOC105043978) for the TF CDF4, which suppresses H_2_O_2_ scavenging leading to abscission [43], one (LOC105053223) for plantacyanin, involved in anther dehiscence [81], one (LOC105036974) for a peroxidase, a potential antioxidant enzyme, and one (LOC105046069) for an NAC TF shown to be involved in the induction of H_2_O_2_/ROS production [82]. 

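Of the ROS-related loci with a lower mean in ripe NSd, the NAC factor LOC105046069 was the most abundant, at 118 ± 9.37 RPKM in ripe NSd and 585 ± 154 in ripe Sd (SD, n = 3; log2 fold change -2.27, SE 0.29, adjusted p = 0.00125). It was at 478 ± 79.7 RPKM in PR NSd and fell from there (log2 fold change -2.0, adjusted p = 0.0003). The arogenate dehydratase ADT3 (LOC105054147), an enzyme of phenylalanine synthesis, was at 8.77 ± 1.97 against 45.3 ± 7.19 RPKM (log2 fold change -2.25, SE 0.40, adjusted p = 0.00563). The plantacyanin locus LOC105053223, annotated as a basic blue protein, was at 12.8 ± 1.19 against 36.1 ± 6.97 RPKM and did not pass the test between the ripe palms (log2 fold change -1.41, SE 0.34, adjusted p = 0.0216), although it rose with ripening in Sd (log2 fold change 2.23, adjusted p = 0.00515). Peroxidase 12-like LOC105036974 was at 18.5 ± 9.75 against 48.2 ± 19.7 RPKM (log2 fold change -1.41, SE 0.46, adjusted p = 0.0692). All 3 ripe NSd libraries lay below all 3 ripe Sd libraries at each of these loci, as chance gives in 10% of loci. Lists fixed from the descriptions showed few differences. Of 40 peroxidases 2 were higher and 0 lower in ripe NSd (limma; 2 higher adjusted over the list alone; 7 higher and 7 lower at an unadjusted p under 0.05; camera adjusted p = 0.229). The higher ones were peroxidase N (LOC105058658, 346 ± 61.3 against 150.5 ± 12.3 RPKM) and peroxidase 1 (LOC105034681, 5.86 ± 2.75 against 1.19 ± 0.981 RPKM). Among 38 loci of ROS scavenging (limma) none was called, and 5 were higher and 3 lower at an unadjusted p under 0.05 (0 adjusted over the list alone; camera adjusted p = 0.369). Of 18 loci of ROS production 1 was lower (2 adjusted over the list alone; camera adjusted p = 0.236), polyamine oxidase 1 (LOC105032618, log2 fold change -1.23, adjusted p = 0.00508). The paper's loci with CDF4 gave 4 of 5 lower when adjusted over the list alone, a list chosen on these libraries. Calls between the ripe palms ended for ADT3 without replicate 4, 5, 6, 8, 10, 11 or 12 or with no filter (adjusted p = 0.0101 to 0.0284), peroxidase 1 without replicate 1, 2, 3, 4, 5, 6, 7, 8, 11 or 12, with no filter, with only the compared groups fitted, with a pseudocount of 0.1 or without the 3 PR NSd libraries (adjusted p = 0.0105 to 0.0403) and polyamine oxidase 1 without replicate 4, 5, 11 or 12, with no filter or with only the compared groups fitted (adjusted p = 0.0102 to 0.0258), and the rise of plantacyanin in Sd was not called without replicate 7, 8, 11 or 12 or with no filter (adjusted p = 0.0112 to 0.0333).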

Taken together, the data provide substantial evidence for major changes in ROS-related transcriptional activity in the NSd variant AZ, which could result in changes to ROS homeostasis in the AZ and be a potential basis of the NSd phenotype.

The most notable DEGs with increased expression in the NSd variant are five (LOC105049189, LOC105050826, LOC105037481, LOC105049188 and LOC105049227) that encode for xyloglucan endotransglycosylase-related proteins (XTRs), also known as xyloglucan endotransglucosylase/hydrolases (XTHs). 

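All 5 XTR loci were higher in ripe NSd than in ripe Sd, by log2 fold changes of 2.9 to 3.86. LOC105049227 and LOC105049189 were the most abundant, at 1521 ± 487 and 1231 ± 457 RPKM in ripe NSd against 107 ± 44.2 and 119.5 ± 48.9 in ripe Sd (SD, n = 3; adjusted p = 0.0016 and 0.00203). LOC105049188 was at 174 ± 82.7 against 15.5 ± 7.79 RPKM (log2 fold change 3.39, adjusted p = 0.0026), LOC105037481 at 167 ± 82.8 against 15.6 ± 6.75 RPKM (log2 fold change 3.30, adjusted p = 0.00335) and LOC105050826 at 153 ± 66.4 against 18.5 ± 5.42 RPKM (adjusted p = 0.00334). In Sd the PR means were several times the ripe means, from 85.1 RPKM for LOC105049188 to 872 for LOC105049227, and only LOC105050826 passed the test (log2 fold change -2.62, adjusted p = 0.00861), with adjusted p from 0.0107 to 0.018 for the other 4. In NSd no locus was called between the stages (limma, log2 fold changes -0.53 to 0.33, none under an unadjusted p of 0.05), nor between the palms at PR, where 1 locus had an unadjusted p under 0.05 (log2 fold changes 0.57 to 1.38). Of 27 xyloglucan endotransglucosylase/hydrolases in the transcriptome 5 were higher and 0 lower in ripe NSd (limma; 8 higher adjusted over the list alone; 12 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 5.64e-07, and adjusted p = 0.219 with an estimated correlation). From PR to ripe in Sd 1 of them fell and 0 rose (5 fell when adjusted over the list alone; camera adjusted p = 0.0343, and adjusted p = 0.395 with an estimated correlation). The 5 called members are the paper's loci, which the study chose on these libraries, so their direction is not independent evidence. Of the 5 calls between the ripe palms, those lost were 4 without replicate 5 (adjusted p = 0.0128 to 0.0176), 3 without replicate 6 (adjusted p = 0.0115 to 0.0139), 3 without replicate 11 (adjusted p = 0.0131 to 0.0134) and 4 without replicate 12 (adjusted p = 0.012 to 0.02). The fall of LOC105050826 in Sd was not called without replicate 2, 5, 6, 7, 8, 10, 11 or 12, with no filter, with only the compared groups fitted, with rescaled RPKM, with rRNA loci out of the totals or with robust moderation (adjusted p = 0.01 to 0.0412).

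**Figure D3:**
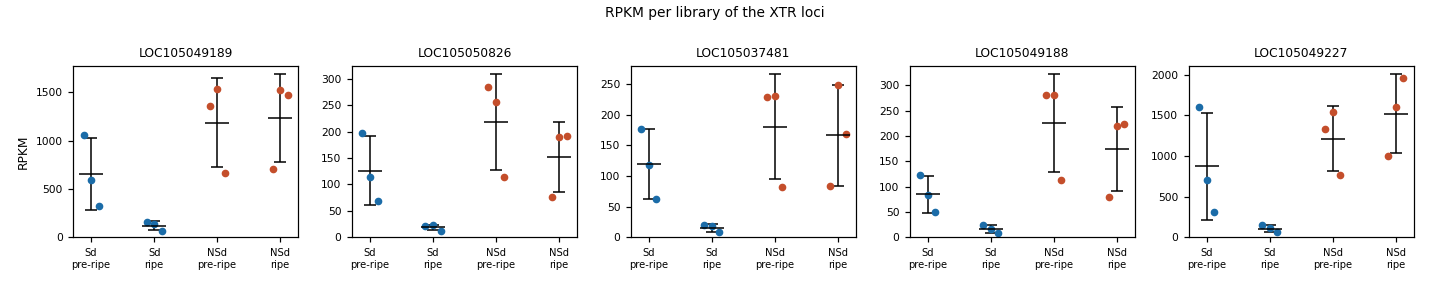
RPKM of the 5 XTR loci in each library (points), with the mean and SD of each group of 3 libraries (bars), for PR and ripe Sd (blue) and PR and ripe NSd (red). For LOC105049227 the mean is 872 RPKM in PR Sd and 107 in ripe Sd, and 1211 in PR NSd and 1521 in ripe NSd.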

XTHs can have either xyloglucan endotransglucosylase (XET) or xyloglucan endohydrolase (XEH) activities and are involved in the modification of xyloglucan, the most abundant hemicellulose in the primary cell wall, which forms crosslinks between cellulose microfibrils [83,84]. XTHs have roles at different stages of plant growth and development and in response to biotic and abiotic stresses and are also implicated in litchi fruitlet abscission, where their genes are activated by ethylene [84,85,86]. Furthermore, ectopic expression of the litchi *XTH19* in Arabidopsis resulted in precocious floral organ abscission [86]. In the current study of *E. oleifera*, four of the XTR DEGs correspond to the loci most similar to the Arabidopsis gene XTR6/XTH23 (AT4G25810) involved in lateral root development during salt stress [87]. While our basic histological studies did not detect changes in the AZ anatomy that could explain the NSd phenotype (Figure 3), modifications of the cell-wall composition could also be a basis of the NSd phenotype. Future studies will examine in more detail the cell wall structure in these variants to determine whether the transcriptional changes related to these XTR genes we observed in the current study result in changes in cell-wall composition, in particular, to the hemicellulose xyloglucan fraction.

### 4.3. A Comparison of E. oleifera and E. guineensis Suggests Abscission Processes Related to Environmental Stress and Epigenetic Modifications

This study also provides a unique opportunity to compare the molecular basis of ripe fruit abscission of the two species of oil palm, *E. guineensis* from Africa and *E. oleifera* from South and Central America. Notably, a total of six DEGs identified in the current study of *E. oleifera* were common to those found in the previous study of *E. guineensis* [11]. These DEGs are particularly relevant, given the differences in the criteria used for screening for DEG candidates in the two studies: the use of a non-shedding individual for the *E. oleifera* study and the use of a large-scale, multifaceted analysis of ripe fruit AZ induced by ethylene with *E. guineensis* [11]. A closer look at the DEGs identified is warranted. One DEG (LOC105043733) encodes a member of the ERF (ethylene response factor)/AP2 TF family, with a sequence most similar to the Arabidopsis ERF104, which is involved in response to cold stress [25,26]. In the two species of oil palm, expression of *ERF104* decreases during development prior to abscission and appears to decrease during the ethylene treatments of *E. guineensis* [11]. 

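In Sd, the ERF104-like locus LOC105043733 was at 246 ± 135 RPKM in PR and 91.4 ± 9.46 in ripe fruit (SD, n = 3), a difference that did not pass the test (log2 fold change -1.24, SE 0.34, adjusted p = 0.0514). In NSd it rose with ripening instead, from 138 ± 14.5 to 376 ± 63.7 RPKM (log2 fold change 1.43, SE 0.34, adjusted p = 0.00568), and the stage change differed between the palms (interaction adjusted p = 0.00179). At PR the palms did not differ by the test (log2 fold change -0.65, adjusted p = 0.129). The rise in NSd was not called without replicate 1, 2, 3, 4 or 5, with no filter or with rescaled RPKM (adjusted p = 0.0104 to 0.0335). The E. guineensis series was not analysed here.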

Another candidate (LOC105059363) encodes a structurally divergent linker, histone H1 (HIS1), most similar to Arabidopsis HIS1-3, whose gene is induced in response to drought [27]. 

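The HIS1-3-like linker histone LOC105059363 had a PR mean of 346 ± 118 RPKM in Sd and a ripe mean of 132 ± 23.9 (SD, n = 3), a difference that did not pass the test (log2 fold change -1.33, SE 0.26, adjusted p = 0.0125). In NSd the course was reversed, with a rise from 78.9 ± 10.9 to 252 ± 52.9 RPKM (log2 fold change 1.65, SE 0.26, adjusted p = 0.000422). PR NSd was lower than PR Sd (log2 fold change -2.06, adjusted p = 7.17e-05), and the stage change differed between the palms (interaction adjusted p = 0.00018).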

In the two species of oil palm, expression of *HIS1-3* decreases during development prior to abscission and appears to decrease during the ethylene treatments of *E. guineensis* [11]. Another candidate (LOC105060420) encodes a late embryogenesis-abundant, (LEA) hydroxyproline-rich glycoprotein, YELLOW-LEAF-SPECIFIC9 (YLS9), whose gene is induced in response to salt stress, in senescent leaves and during the hypersensitive response [28,29,30]. Expression of *YLS9* in *E. guineensis* increases during development and is highest at the stage of abscission [11]. In *E. oleifera*, expression is higher in the NSd AZ than the Sd AZ at both PR and ripe stages. 

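The YLS9-like locus LOC105060420 (annotated NDR1/HIN1-like protein 10) was among the most abundant loci named, at 3637 ± 632 RPKM in PR NSd and 2396 ± 1073 in PR Sd (SD, n = 3), and at 3484 ± 405 in ripe NSd and 1073 ± 115 in ripe Sd. At the ripe stage the difference passed the test (log2 fold change 1.70, SE 0.30, adjusted p = 0.005). At the PR stage it did not (log2 fold change 0.70, SE 0.30, adjusted p = 0.0641), and neither did the stage change in Sd (log2 fold change -1.05, adjusted p = 0.0555) or in NSd (log2 fold change -0.05, adjusted p = 0.895). The call between the ripe palms ended without replicate 4, 5, 6, 10, 11 or 12 or with no filter (adjusted p = 0.0112 to 0.0267).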

Another candidate (LOC105033708) is most similar to Arabidopsis TF nonsymbiotic hemoglobin (HB1/GLB1), involved in nitric oxide (NO) homeostasis and in response to desiccation through interactions with abscisic acid (ABA). 

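The non-symbiotic hemoglobin LOC105033708 rose with ripening in both palms, in Sd from 33.7 ± 10.4 to 111 ± 8.99 RPKM (SD, n = 3; log2 fold change 1.74, SE 0.21, adjusted p = 0.00143) and in NSd from 2.54 ± 0.352 to 39.5 ± 9.02 RPKM (log2 fold change 3.50, SE 0.21, adjusted p = 7.62e-07). NSd was lower at both stages, at PR (log2 fold change -3.26, adjusted p = 7.84e-07) and when ripe (log2 fold change -1.50, adjusted p = 0.00186), and its rise was the larger of the 2 (interaction adjusted p = 0.00115). The rise in Sd was not called without replicate 11 or with only the compared groups fitted (adjusted p = 0.0114 to 0.0118), and the difference between the ripe palms was not called without replicate 5 or 11 (adjusted p = 0.0101 to 0.0127).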

In the two species of oil palm, expression of the *HB1* increases during development prior to abscission and appears to decrease during the ethylene treatments of *E. guineensis* [11]. Another candidate (LOC105044389) encodes a protein most similar to the Arabidopsis telomere repeat binding factor-like (TRFL2), with DNA-binding domains of the SANT/myb-like family. No functional information is known from Arabidopsis about this gene, but in both oil palm species, expression increases during ripening and the stage of abscission, and it is lower in the NSd palm AZ than the Sd. 

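The TRFL2-like locus LOC105044389, annotated as telomere repeat-binding protein 5, rose in Sd from 14.9 ± 3.42 RPKM at PR to 36.9 ± 11.7 at the ripe stage (SD, n = 3; log2 fold change 1.23, SE 0.23, adjusted p = 0.00989). In NSd it was at 13.5 ± 1.35 and 6.92 ± 1.36 RPKM (log2 fold change -0.88, adjusted p = 0.00769, short of the limit on the fold change). In ripe fruit NSd was lower than Sd (log2 fold change -2.22, SE 0.23, adjusted p = 0.000281), while at PR the palms did not differ by the test (log2 fold change -0.12, adjusted p = 0.685). The rise in Sd was not called without replicate 1, 2, 3, 5, 6, 7, 8, 11 or 12, with no filter, with only the compared groups fitted, with a pseudocount of 0.1, with rescaled RPKM, with rRNA loci out of the totals, with no trend or without the 3 PR NSd libraries (adjusted p = 0.01 to 0.0478).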

Finally, the candidate (LOC105053311) encodes a lysine-histidine transporter (LHT) most similar to LHT1 found to be involved in 1-Aminocyclopropane-1-carboxylic acid (ACC) transport and ACC-induced ethylene responses of Arabidopsis [31]. 

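In Sd, the LHT1-like locus LOC105053311 had a mean of 43.3 ± 15.5 RPKM at PR, and its log2 fold change to the ripe stage was 1.23 (SE 0.24, adjusted p = 0.0127), which did not pass the test. In NSd the PR mean was 54.6 ± 13.1 RPKM (SD, n = 3), with a log2 fold change to the ripe stage of -0.75 (adjusted p = 0.0233). The stage change differed between the palms (interaction adjusted p = 0.00125). At PR the palms did not differ by the test (log2 fold change 0.35, adjusted p = 0.232).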

Expression increases in both species during ripening and reaches a peak at the stage of abscission, while it is lower in the ripe NSd than the Sd AZ [11].

Interestingly, the majority of the DEGs common between the transcriptome studies performed with *E. guineensis* have annotations of proteins involved in the response to different stresses, including cold (*ERF104*), drought (*HIS1-3*), salt and hypersensitivity (*YLS9/NHL10*), and desiccation *HB1/GLB1* [11]. This observation corroborates well the molecular pathway similarities found between abiotic and biotic stresses and abscission [57]. Furthermore, another AZ DEG common to *E. guineensis* and *E. oleifera* is similar to a transporter of ACC involved in ACC-induced ethylene responses in *A. thaliana*, emphasizing the common role for ET in both species. Whereas we do not know the molecular basis of the NSd phenotype, the results provide evidence for changes in multiple pathways in the AZ, which suggests genome-wide changes to gene expression. To have such wide-ranging effects on gene expression, one possibility is for an epigenetic basis of the phenotype, which could be caused by chromatin modifications. Indeed, in both the *E. guineensis* and *E. oleifera* AZs, the *HIS1-3* gene was identified in our screens for genes related to the abscission processes. Furthermore, in *E. oleifera*, four different DEGs for *HIS1* were identified, all with higher expression in the ripe fruit AZ. 

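The linker histone loci had high means in PR Sd and ripe NSd and low means in ripe Sd and PR NSd. LOC105043347 was at 95.1 ± 24.1 RPKM in ripe NSd and 37.5 ± 6.82 in ripe Sd (SD, n = 3; log2 fold change 1.30, SE 0.30, adjusted p = 0.0167), LOC105037015 at 73 ± 7.78 against 36.5 ± 5.6 RPKM (log2 fold change 0.99, SE 0.23, adjusted p = 0.0171) and LOC105054185 at 40.0 ± 6.55 against 16.8 ± 1.64 RPKM (log2 fold change 1.20, SE 0.27, adjusted p = 0.0148). HIS1-3 (LOC105059363) had a log2 fold change of 0.92 (adjusted p = 0.0399). None of the 4 passed the test between the ripe palms (limma), although all 4 were higher in NSd at an unadjusted p under 0.05, with all ripe NSd libraries above all ripe Sd libraries, as chance gives in 10% of loci. In NSd LOC105043347 rose with ripening from 23.2 ± 3.17 RPKM (log2 fold change 1.97, adjusted p = 0.000358) and LOC105037015 from 30.4 ± 2.66 RPKM (log2 fold change 1.24, adjusted p = 0.00119). Of the 6 linker histone H1 loci in the transcriptome none was called between the ripe palms (limma), 5 were higher at an unadjusted p under 0.05 and 3 were higher when adjusted over the list alone, with log2 fold changes from 0.39 to 1.44 (camera adjusted p = 5.04e-05, and adjusted p = 0.271 with an estimated correlation). At PR 3 of the 6 were lower in NSd and none higher (4 lower adjusted over the list alone; camera adjusted p = 0.0698). From PR to ripe in Sd none was called (limma; 5 lower at an unadjusted p under 0.05, 3 adjusted over the list alone; camera adjusted p = 0.000153, and adjusted p = 0.276 with an estimated correlation). Of 49 core histone loci 1 was lower and 0 higher in ripe NSd (limma; also 1 lower adjusted over the list alone; 6 higher and 6 lower at an unadjusted p under 0.05; camera adjusted p = 0.313), histone H2B.11 (LOC105059053, log2 fold change -1.30, adjusted p = 0.00205). The paper's 4 loci were chosen by the study on these libraries, and 2 of them were higher when adjusted over that list alone. The rise of LOC105037015 in NSd was not called with rescaled RPKM (adjusted p = 0.0136).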

Interestingly, H1.3 is required for DNA methylation associated with environmental stress [88]. Taking this into account with all the other stress-related DEGs found to be deregulated in the NSd AZ, the NSd phenotype appears to be related to major deregulation of genes associated with environmental stresses, which may occur early during reproductive development, with consequences on abscission timing [16].

Finally, we did not find any PG genes in the current study, which contrasts greatly to the discoveries in our previous transcriptome studies with *E. guineensis* [7,11]. 

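Polygalacturonases were expressed in these AZ samples, and 23 of their loci reached 1 RPKM in at least 1 library. From PR to ripe in Sd none was called by limma, while 5 were higher and 2 lower at an unadjusted p under 0.05 and 2 rose when adjusted over the list alone (camera adjusted p = 0.132). Log2 fold changes in Sd ranged from -0.68 to 2.45. Between the ripe palms 1 was higher and 1 lower in NSd (1 and 2 adjusted over the list alone; camera adjusted p = 0.451). The higher locus, annotated as polygalacturonase At1g48100 (LOC105044951), was at 32 ± 4.95 RPKM in ripe NSd and 11.8 ± 4.85 in ripe Sd (SD, n = 3; log2 fold change 1.42, SE 0.26, adjusted p = 0.00676), and it rose with ripening in NSd (log2 fold change 1.97, adjusted p = 0.00016). The lower locus, the probable polygalacturonase LOC105039387, was close to the detection limit, at 0.0266 ± 0.0274 against 1.21 ± 0.0458 RPKM (log2 fold change -1.10, SE 0.12, adjusted p = 0.000491). The locus LOC105039892, chosen after its values were seen because it is in the paper's Table S2, had log2 fold changes of -1.15 between the ripe palms (adjusted p = 0.0116) and 1.22 from PR to ripe in Sd (adjusted p = 0.0134). The call of LOC105044951 ended without replicate 2, 4, 5, 6, 10 or 11, with no filter or with only the compared groups fitted (adjusted p = 0.0117 to 0.0354).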

In those previous studies, we identified three PG genes, *EgPG4*, *EgPGAZ1* and *EgPGAZ2*, with expression in the AZ that corresponds to the timing of abscission. While *EgPG4* is expressed in both the AZ and the mesocarp, *EgPGAZ1* and *EgPGAZ2* are expressed specifically in the AZ. Given the structural differences between the AZ of *E. oleifera* and *E. guineensis*, this may not be too surprising. While the *E. guineensis* AZ is rich in pectin and consists of multiple cell layers, the AZ of *E. oleifera* is less pronounced, with a more abrupt transition between the pedicel and the mesocarp, and possibly much less pectin-rich [6,9].

## 5. Conclusions

The current AZ transcriptome study of a non-fruit-shedding *E. oleifera* palm has allowed for detailed insight into the potential pathways that are perturbed and which may form the molecular basis of the NSd phenotype. Importantly, we identified genes and pathways affected shown previously to be relevant for organ abscission processes, in particular, hormone homeostasis, signaling and response. In particular, we found major transcriptional perturbations to factors involved in JA signaling and response and ROS homeostasis, all consistent with the lack of competence for the NSd AZ cells to undergo cell separation and shed ripe fruit. Furthermore, we also proved evidence for transcriptional perturbations related to the modification of xyloglucan, an abundant hemicellulose in the primary cell wall, which could be the structural basis for the inability of ripe fruit to detach from the fruit bunch. In the current study, we focused on one individual with the most dramatic abscission phenotype, which is unable to shed its fruit naturally in field conditions. Future studies could examine the other individuals of the *E. oleifera* population that have less dramatic phenotypes to determine whether the same pathways are affected. Furthermore, based on both the large variation observed in the population and the high heritability estimated for the character, a genetic approach to identify QTLs is promising.

## Figures and Tables

**Figure 1:**
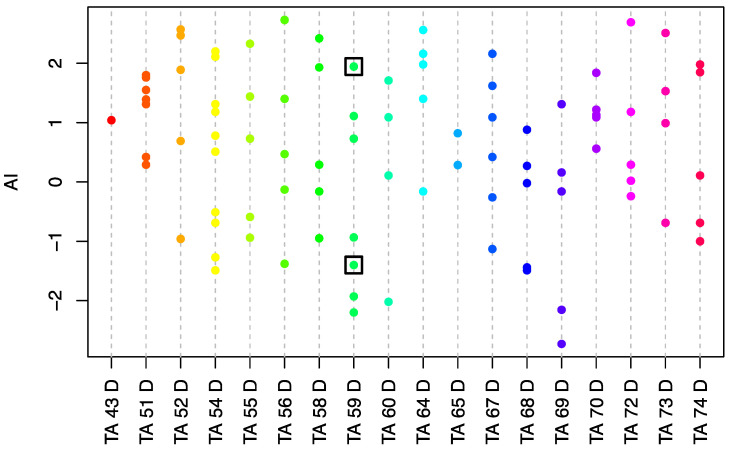
The phenotypic analysis using the in vitro test revealed a range of AI values within the Elaeis oleifera population (93 individuals phenotyped from 18 progenies). Each colored circle represents the average AI value for a single individual. Negative AI values reflect a low competence for the AZ to undergo cell separation, while positive AI values indicate a high AZ cell separation competence. The boxed green circles are the two individuals with contrasted abscission phenotypes selected for the transcriptome analysis. The green boxed circle with the negative AI is the non-shedding individual selected for the transcriptome analysis because it does not shed its fruit under field conditions, and seed germination can be observed (Figure 2).

**Figure 2:**
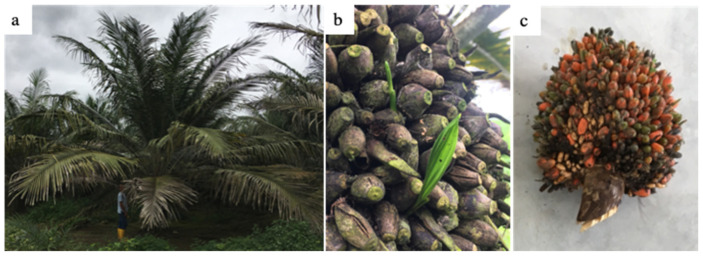
An *E. oleifera* variant was identified that does not abscise its fruit [6]. (**a**) The non-shedding *E. oleifera* palm that was examined in this study is approximately 15 years old and does not have any other notable phenotypic differences from the population used for the study. (**b**) Fruit remain attached to the fruit bunch, become dry, and eventually, seed germination can be observed. (**c**) The fruit bunch with ripe fruit from the non-shedding (NSd) palm examined in this study.

**Figure 3:**
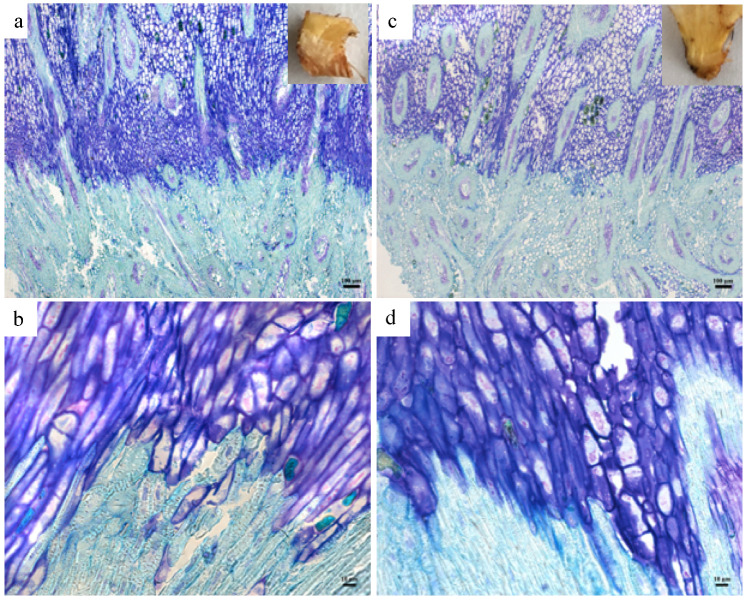
Comparison of the shedding and non-shedding fruit bases. (**a**) Base of fruit of normal shedding fruit. (**b**) Higher magnification of the fruit base from a normal shedding fruit. (**c**) Fruit base from the non-shedding fruit. (**d**) Higher magnification of base of fruit from a non-shedding fruit. Longitudinal sections were stained with toluidine blue. Mesocarp cells situated above the pedicel stained darker blue. The photos shown are representative of at least 6 replicate fruit bases examined.

**Figure 4:**
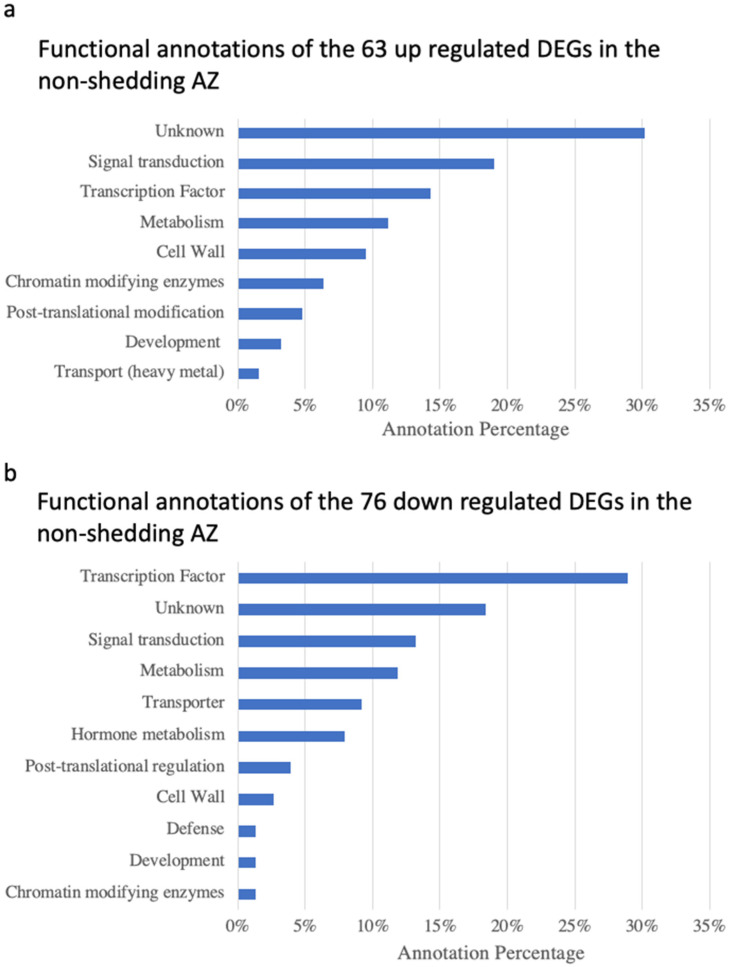
Functional annotations of the up- (**a**) and downregulated (**b**) DEGs revealed in the NSd fruit palm AZ compared with the Sd fruit AZ.

**Figure 5:**
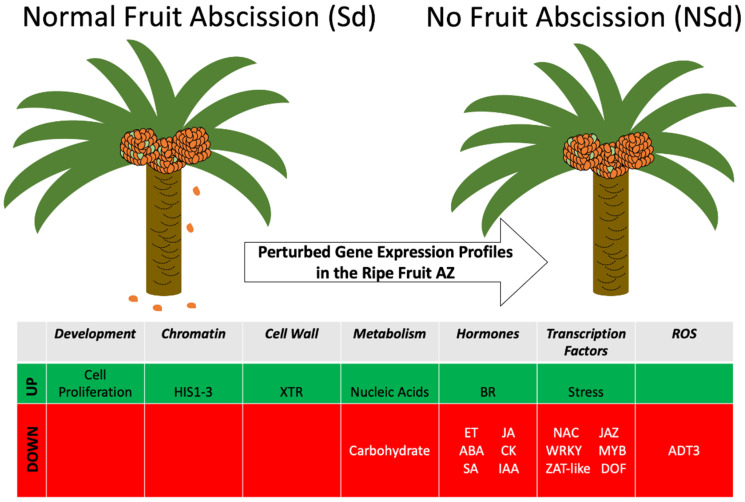
The non-abscission phenotype (NSd) of the *E. oleifera* palm is a result of both up- and downregulated gene expression in the ripe fruit variant AZ. When fruit are ripe, they abscise and fall to the ground and are found around the base of the normal palm, while no fruit is found at the base of the variant that does not undergo abscission. Green signifies globally higher, while red indicates lower transcript amounts in the NSd variant. DOF (Dof-type zinc finger DNA-binding family protein), NAC, (NAM, ATAF and CUC family member), JAZ (Jasmonate-Zim-domain protein), ADT3 (AROGENATE DEHYDRATASE 3), HIS1-3 (Histone H1-3), XTR (Xyloglucan endotransglycosylase-related protein) brassinosteroid (BR), Indole-3-acetic acid (IAA), ethylene (ET), jasmonate (JA), abscisic acid (ABA), cytokinin (CK), salicylic acid (SA).

**Table 1:** Gene candidates identified in the current study that were also found in the previous transcriptome study with *E. guineensis* [11].

Eg Locus	TAIR9 Accession	Best Manual Annotation	Gene Name	References	Related Function
LOC105043733	AT5G51190	ERF (ethylene response factor 105) subfamily B-3 of ERF/AP2 transcription factor family	*ERF104*	[25,26]	Response to cold stress
LOC105059363	AT2G18050	Histone H1-3	*HIS1-3*	[27]	Response to drought stress; senescent leaves
LOC105060420	AT2G35980	Late embryogenesis abundant (LEA)/YELLOW-LEAF-SPECIFIC GENE 9	*YLS9/NHL10*	[28,29,30]	Response to salt stress; senescent leaves; hypersensitive response
LOC105033708	AT2G16060	Nonsymbiotic hemoglobin 1	*HB1/GLB1*	[31]	Nitric oxide (NO) homeostasis and interacts with ABA processes of plants (e.g., response to desiccation)
LOC105044389	AT1G07540	Telomere-binding protein	*TRFL2*	-	-
LOC105053311	AT5G40780	Lysine histidine transporter 1	*LHT1*	[32]	Transport of ACC and ACC-induced ethylene responses in A. thaliana

## Data Availability

The data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE186050.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12111724/s1, Table S1: RNA-Seq overview, Table S2: 274 DEGs (UP and DOWN), Table S3: 139 DEGs (UP and DOWN).

How the deposited data were processed for this re-analysis (not part of the article)

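RNA was sequenced (single reads, Illumina NovaSeq) from the AZ at the fruit base of 2 E. oleifera palms of the same progeny, 1 NSd and 1 Sd, each at the PR and the ripe stage. Each of the 4 groups holds 3 libraries, taken as 3 samplings from 1 bunch of 1 palm. Each sample pooled about 50 AZ pieces, or about 3 g of tissue. The p-values therefore measure the spread between samplings of a bunch, and the palm and the phenotype are confounded.

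The authors trimmed the reads with bcl2fastq 2.20.0.422 and aligned them with BWA-MEM at default parameters to the transcriptome of E. guineensis. They counted reads with SAMtools, merged the transcripts of each locus and computed the RPKM values that were deposited, 1 file per library with no pooling of replicates. The record of the samples names FastQC, DESeq, DESeq2 and HOMER as further tools of the authors. Each file holds RPKM for 29040 loci, and no file with counts was used here. The sum of aligned reads per library was recovered from the steps between the RPKM values of low loci. These totals came out as whole numbers, add up to 277584786 and include reads on rRNA loci. At 17807 loci (66.9% of the 26627 detected) the values of all libraries are whole read numbers under a single transcript length, within a relative tolerance of 1e-06. Reads on rRNA were counted over 104 of the 132 rRNA loci and are a lower bound. The totals run from 19090375 to 34004517 reads per library, which sets the RPKM of a single read, and the group means of loci near 1 RPKM rest on few reads. The group means in the paper's Table S2 were checked against the files and lay within 1% at 1096 of 1096 values.

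The tests planned for read counts could not use RPKM, and the alternative fixed for that case was used. RPKM values were transformed to log2(RPKM + 1) and fitted with limma 3.58.1 (R 4.3.3) with a mean-variance trend, all 12 libraries in 1 fit with 1 mean per group. Loci with at least 1 RPKM in at least 1 library were tested (20495 of 29040). A locus was called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 1 or below -1. The comparisons were ripe against PR in Sd, ripe NSd against ripe Sd, ripe against PR in NSd, PR NSd against PR Sd and the stage by palm interaction. Loci called in both of the first screens were also counted with a limit of 20 RPKM on the highest group mean. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

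Gene lists were fixed as 33 patterns on the locus descriptions and 11 lists of the loci that the paper names. The pattern lists cover cell wall enzymes, ethylene, jasmonate, ABA, auxin, cytokinin, transcription factors, calcium sensors, histones, ROS, heat shock, the circadian clock, ribosomal proteins, the proteasome and 6 lists for other tissues that a fruit base could hold (fatty acid synthesis, oil body, carotenoid synthesis, lignin and secondary wall, photosynthesis, and seed storage and LEA). Members called were counted over all loci and adjusted over the list alone. Camera from limma was run with a preset correlation of 0.01 and with an estimated correlation, and Fisher's exact test compared the lists with the loci called in both screens. Loci named in the text were chosen by rule. The rule takes every locus that the paper's text or Table 1 names, and for each of the 4 comparisons of groups the 5 highest and 5 lowest called loci with libraries that do not overlap, a highest group mean of at least 20 RPKM and a description. The rule was written for overlap in CPM, and overlap in RPKM was used in its place because the files hold RPKM. It also takes up to 3 called members of each pattern list with the smallest p between the ripe palms. The values of the loci in the paper's Tables S2 and S3 had been seen when the rule was written. Other loci are marked as chosen after their values were seen.

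The comparisons, thresholds, filter, gene lists, rule for named loci and most alternatives were set before the data were examined. Those alternatives are no filter on low loci, only the compared groups in the fit, a pseudocount of 0.1, an adjusted p under 0.05 with no limit on the fold change, a test against a fold change of 2, a limit of 10 RPKM in the final list and leaving out each library in turn. Added later were RPKM rescaled by the median ratio over loci above 1 RPKM in every library, rRNA loci left out of the totals, limma without a trend, limma with robust variance moderation, and a fit without the 3 PR NSd libraries. Alternatives that need counts were left out because the files hold RPKM. Other splits of the libraries were run in full for 3 against 3 (10 splits) and as 100 random regroupings for results that use more groups. The screens share the ripe Sd libraries, and 20 simulations with shared libraries and no difference between groups were set beside the correlation of their fold changes. The pipeline was tested on simulated data with 100 loci changed at each of 2 sizes. At a log2 change of 1.5 it recovered 90% of the loci between the ripe palms with 0 false calls of 19783 loci run, and 87% between the Sd stages with 2 false calls of 19799. At a log2 change of 3 the shares were 97% and 99%.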

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

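The tests on the difference between the PR palms, r over the loci called between the Sd stages alone, the tally of the rule's loci, and the weight given to the spread of the selection and clock tests were chosen only after the results had been seen.

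Of the 41 loci called in both screens and lower in ripe NSd, 33 had a lower mean in ripe than in PR NSd while all 41 rose in Sd, with medians of -0.94 in NSd and 1.62 in Sd (log2). The share of reads on rRNA loci was higher in PR NSd (15.7%) than in ripe NSd (7.13%). This lowers RPKM in PR NSd and so raises NSd stage changes, whose median over all tested loci was 0.313. That direction argues against rRNA in the RPKM totals as the source of a fall. After rescaling by the median ratio the median NSd change was -1.22, or 130.2% of its size. Rescaling was bound to enlarge the fall, so this value is not separate evidence. Exchanged stage labels in the NSd palm cannot be told apart from a difference between the palms, since r across the 19823 loci called in neither screen was -0.146, too near 0 to decide, and r was 0.26 with the same sign at 54.4% over the 171 loci called between the Sd stages alone, while of the 10 loci taken by rule for the Sd stages 3 were called the same way in NSd (both BURP loci and LOC105045276) and 2 the opposite way (PM19L and bHLH18). Selection of the loci on these libraries stays open too, because with loci chosen on 2 libraries per group a mean of 75.1% fell in the NSd libraries left out, just past the bound of 75% set for excluding it, but only 35 of the 81 choices gave any locus and their shares ran from 0 to 100%. An earlier onset of the response in the NSd palm, or another difference between the palms or their bunches, may also give this pattern and was not tested.

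Between the ripe palms XTH (5 of 27) and DREB loci (3 of 10) were higher in NSd with 0 lower (limma, with 1 lower in each list at an unadjusted p under 0.05), but ethylene response factors and calmodulin-like sensors went both ways, so that of the 223 loci of rapid stress response 21 were higher and 13 lower. The 5 XTH loci are the paper's XTR loci, and the called DREB1C and DREB1G loci are also named by the paper. The study chose them on these libraries, so their direction is not independent evidence. Sampling at another time of day cannot be told apart, because 0% of the 27 circadian clock loci were called (limma; 2 lower adjusted over the list alone), under the 2.44% of all loci that was the bound set for excluding it, while the upper 95% limit (exact) was 12.8% and 10 of the 27 had an unadjusted p under 0.05, or 37% against 28.2% of all loci. The clock loci had a median log2 fold change of -0.30 (-1.49 to 0.31), or -0.24 with rescaled RPKM, and camera gave an adjusted p = 0.0226, and adjusted p = 0.546 with an estimated correlation. Another share of mesocarp, vascular, green or seed tissue cannot be told apart either, since the largest median of a tissue list was 0.32, for fatty acid synthesis, between the 0.25 and 0.5 that would have decided. The palms might also differ in stress state at sampling, which was not tested.

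More loci were called between the PR palms (2642, of which 689 were higher and 1953 lower in NSd) than between the ripe palms (501). The tables argue against rRNA in the RPKM totals as the whole source, since with rescaled RPKM the counts were 2117 and 464, a ratio of 4.56. The direction did depend on the scale, as with rescaled RPKM more loci were higher than lower in PR NSd. Loss of short transcripts from the PR NSd libraries is argued against as well, because Spearman's rho across 12550 loci of transcript length with the fold change was -0.154. Median fold changes fell with length, at 0.15 for the 784 loci with the shortest transcripts, then -0.22 and -0.33, and -0.38 for the 2211 with the longest. These values speak only to a loss of short transcripts. A loss of long transcripts from the PR NSd libraries was not tested. Another share of other tissues cannot be told apart, since the list furthest from the median of all loci, seed storage and LEA, lay 0.62 from it, photosynthesis lay at -0.57, and the decisive distances were 0.5 and 1. Sampling at another time of day cannot be told apart either, since 8 of 27 circadian clock loci were called as lower in PR NSd and 0 as higher. That is 29.6% of them, against 12.89% of all loci, with a median log2 fold change of -0.78 against -0.35. The PR bunches could also have been at different points of ripening, which the design gives no measure of and which was not tested.

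With 3 libraries against 3 there are too few splits (10) for a share under 0.05. In each such comparison the real split was the 1 with the largest count, at 223 loci for the Sd stages, 501 for the ripe palms, 2222 for the NSd stages and 2642 for the PR palms, and the highest count of another split was 0. For the 52 loci called in both screens 2 of 100 regroupings gave as large a count, the real one included, and the highest other count was 121. With the limit of 20 RPKM 2 of 100 gave 30 or more, and the highest other count was 50. That other regrouping keeps the groups whole and exchanges ripe NSd with ripe Sd. Regroupings that mix libraries of different bunches widen the spread within groups. They show that libraries of a bunch resemble each other, and they cannot decide whether the overlap of the screens is due to chance. For the interaction the real count of 2719 was the 1 of 100 regroupings with the largest, and the highest other count was 1169.

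A difference of the stage change between the palms, by the interaction test (Stage by palm interaction), was found at 2719 loci, with 1884 above and 835 below 0 (1014 and 1268 with rescaled RPKM), and the median interaction over all tested loci was 0.299. In comparisons that the paper gives no count for, 2222 loci were called between the stages of NSd and 2642 between the PR palms. Between the PR palms 17 of 61 heat shock proteins were higher and 0 lower in NSd (limma; 17 higher adjusted over the list alone; 30 higher and 14 lower at an unadjusted p under 0.05; camera adjusted p = 1.21e-10, and adjusted p = 0.275 with an estimated correlation). Over all tested loci 12.89% were called in this comparison, and the PR NSd libraries held the highest share of reads on rRNA loci (15.7% against 5.21% in PR Sd) and the lowest median RPKM. Among the heat shock proteins, chosen after their values were seen, were the small heat shock protein LOC105042707, at 19.4 ± 12.1 against 0.501 ± 0.0764 RPKM (SD, n = 3), and heat shock protein 83 (LOC105054741), at 191 ± 117 against 17.8 ± 2.33 RPKM. Of 41 photosynthesis loci 16 were lower and 0 higher in PR NSd (limma; 17 lower adjusted over the list alone; 0 higher and 33 lower at an unadjusted p under 0.05; camera adjusted p = 0.00064, and adjusted p = 0.298 with an estimated correlation).

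Some of the named loci whose stage change differed between the palms by the interaction test are listed here, and others are not. The log2 value of the interaction is negative where the change is lower in NSd. The paper's loci were chosen on the Sd stages and the ripe palms, differences that the interaction holds. Its sign at those loci is therefore not independent evidence. Among the loci that the paper names as lower in ripe NSd it was -1.38 for CDF4 (LOC105043978), -4.55 and -5.0 for the WRKY40-like loci LOC105060191 and LOC105051963, -3.39 for ABCG40 (LOC105047868), -1.82 for LOC105047615 and -4.20, -4.90, -4.11 and -3.84 for the JAZ loci LOC105042036, LOC105051062, LOC105053062 and LOC105058608. It was -2.13 for LOC105043735 and -2.13 for LOC105053951 (ERF-1), -1.98 for LHT1 (LOC105053311), -3.92 for PILS5 (LOC105055275), -3.05 for IAR3 (LOC105037126), -3.79 and -4.10 for the UGT85A2 loci LOC105036203 and LOC105041939, and -3.42 for S5H (LOC105036760). It was -3.71 for ADT3 (LOC105054147), -2.58 for the plantacyanin LOC105053223, -3.36 for the NAC factor LOC105046069, -2.11 for TRFL2 (LOC105044389) and 1.76 for HB1 (LOC105033708). Among the loci named as higher it was 1.94 for ERF4 (LOC105035740), 2.67 for ERF104 (LOC105043733), 2.96 for EXORDIUM (LOC105056794), 3.14 for XTR (LOC105049227), 2.97 for HIS1-3 (LOC105059363), and 1.99, 2.88 and 2.30 for the linker histones LOC105054185, LOC105043347 and LOC105037015. Among the loci outside the paper's text it was 5.41 for PM19L (LOC105043190), -5.98 for bHLH18 (LOC105058167), -4.87 for LOC105057118, -5.58 for ABR1 (LOC105038034), -6.29 for TIFY 5A (LOC105059530), -1.16 for expansin-A10 (LOC105043094), 3.83 for EXORDIUM (LOC105056796), 3.50 for EXORDIUM-like 3 (LOC105054768) and -4.50 for the ACC oxidase LOC105035107. It was 4.16 for metallothionein (LOC105056942), 4.34 for ubiquitin-like 5 (LOC105032960), 4.77 for tubulin alpha (LOC105061039), 4.84 for MADS32 (LOC105041020), -6.22 for PUB23 (LOC105037988), 2.79 for 3-oxoacyl-ACP synthase I (LOC105040922), -2.26 for dehydrin (LOC105042628) and 3.55 for the glycine-rich protein LOC105054461. The interaction was not called for LOC105043978 without replicate 1, 2, 3, 5, 6, 7, 8, 9, 11 or 12 or with no filter (adjusted p = 0.0105 to 0.0219), for LOC105047615 without replicate 2, 5, 6, 7, 8, 11 or 12 (adjusted p = 0.0108 to 0.0144), for LOC105035740 without replicate 1, 2, 3, 4, 5, 6, 8, 10, 11 or 12, with no filter or with rescaled RPKM (adjusted p = 0.0106 to 0.0284), for LOC105056794 without replicate 5 or 8 or with rescaled RPKM (adjusted p = 0.0109 to 0.0161), for LOC105049227 without replicate 1, 2, 3, 5, 6, 7, 8, 11 or 12, with no filter, with rescaled RPKM or with robust moderation (adjusted p = 0.0111 to 0.0231) and for LOC105043094 without replicate 1, 4, 5, 8, 11 or 12 (adjusted p = 0.0113 to 0.0166).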

How the results depend on the processing

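The fits with RPKM rescaled by the median ratio, with rRNA loci left out of the RPKM totals, without a trend, with robust variance moderation and without the 3 PR NSd libraries were chosen only after the results had been seen. Counts of called loci are given in the order Sd ripe vs Sd pre-ripe, NSd ripe vs Sd ripe, NSd ripe vs NSd pre-ripe, NSd pre-ripe vs Sd pre-ripe, Stage by palm interaction, Loci called in both screens, and Loci called in both screens with at least 20 RPKM. As reported they were 223, 501, 2222, 2642, 2719, 52 and 30. With an adjusted p under 0.05 and no limit on the fold change, a looser rule by construction, they were 1444, 2367, 9633, 10772, 7123, 541 and 279, and all 52 loci remained. With a test against a fold change of 2, a stricter rule by construction, they were 11, 23, 446, 548, 498, 0 and 0. With no filter on low loci the counts for the Sd stages, the ripe palms, both screens and 20 RPKM were 101, 333, 18 and 10, all 18 among the 52, and the cause was not tested. With only the compared groups fitted, which leaves fewer libraries to estimate the spread, the Sd stages gave 71, both screens 3 (2 of them among the 52) and 20 RPKM 3. A pseudocount of 0.1 moved the count between the PR palms to 3966, and the cause was not tested. Without each library in turn the counts ran from 42 (without replicate 11) to 410 (without replicate 9) for the Sd stages, 133 (without replicate 12) to 611 (without replicate 9) for the ripe palms, 1870 to 2502 for the NSd stages, 2301 to 2901 for the PR palms, 2007 to 2916 for the interaction, 2 (without replicate 11) to 202 (without replicate 9) for both screens and 0 (without replicate 11) to 146 (without replicate 9) with 20 RPKM. Other libraries that moved a count by over 1.5 times were replicates 2 (142, both screens 25, with 20 RPKM 14), 5 (115, both 7, with 20 RPKM 5), 7 (56, both 7, with 20 RPKM 3), 8 (43, both 5, with 20 RPKM 3) and 12 (50, both 3, with 20 RPKM 1) for the Sd stages, and replicates 4 (262), 5 (155), 6 (285) and 11 (137) for the ripe palms. Replicate 6 also moved both screens to 27 and 20 RPKM to 14, and replicate 1 moved the latter to 47. A fit with 1 library fewer has less power, but the cause of these shifts, lower or higher, was not tested. No count of the NSd stages, the PR palms or the interaction moved by over 1.5 times without a single library. With rescaled RPKM the counts were 244, 464, 1963, 2117, 2282, 59 (47 shared with the 52) and 34, but higher and lower loci changed places in number, at 896 and 1067 for the NSd stages, 1179 and 938 for the PR palms and 1014 and 1268 for the interaction. The other added fits gave 203 to 240 for the Sd stages, 453 to 518 for the ripe palms, 2109 to 2208, 2446 to 2619 and 2639 to 2694 for the next comparisons, 41 to 59 for both screens and 20 to 32 with 20 RPKM, and a limit of 10 RPKM in the final list gave 35. Of 286 called values at the named loci, 177 were kept in every alternative, 101 ended without at least 1 library, 69 ended under at least 1 other setting and 0 reversed. Calls that ended numbered 44 with no filter, 41 (of 213) with only the compared groups, 20 with rescaled RPKM, 16 with robust moderation and 9 with a pseudocount of 0.1. Over 220 list counts and their 4224 values under the alternatives, 3430 stayed within 1.5 times, 174 moved up, 620 moved down and 0 reversed. DESeq2, RLE size factors, library totals alone, filtering by filterByExpr and RPKM recomputed from the totals were not run, because they need counts and the files hold RPKM. Whole read numbers under a single transcript length were found at only 66.9% of the detected loci, and no test was run on those. No paired analysis was possible because replicate numbers are not shared between the groups. Depth limits the loci near 1 RPKM, where a single read is worth up to 0.0349 RPKM for a transcript of 1500 bases and log2(RPKM + 1) understates fold changes.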

Differences from the paper's values

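The only tests here that were chosen after the results had been seen are the fits with rescaled RPKM, with rRNA loci out of the totals and without the 3 PR NSd libraries. Thresholds were those that the paper states, while the paper's test was DESeq and the test used here was limma on log2(RPKM + 1). Of loci called between the stages of Sd there were 223, and the paper's count is 875. Of loci called between the ripe palms there were 501, and the paper's count is 1146. None of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. In both screens 52 loci were called and the paper's count is 274, and among those alternatives only the fit without PR Sd replicate 9 came within 1.5 times (202, of which 129 are among the 274). For loci higher in ripe NSd the values were 11 and the paper's 172, and among those alternatives only the adjusted p under 0.05 with no limit on the fold change came within 1.5 times (166). For loci lower in ripe NSd the values were 41 and the paper's 102, and only the fit without PR Sd replicate 9 came within 1.5 times (146). These directions are those of the paper's text, and by the means in its Table S2 they are exchanged. For loci called in both screens, by the means in Table S2, the values were 11 and the paper's 102 for higher loci, where none of those alternatives came within 1.5 times, and 41 and the paper's 172 for lower loci, where only the fit without PR Sd replicate 9 did (146). With at least 20 RPKM the values were 30 and the paper's 139 in all, 7 and the paper's 63 for higher loci and 23 and the paper's 76 for lower loci, and for each only the fit without PR Sd replicate 9 came within 1.5 times (146, 51 and 95). All the other alternatives set before the data were examined left these counts more than 1.5 times apart. Of the 52 loci, 51 are among the paper's 274.

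The paper's text gives 172 loci of Table S2 as higher and 102 as lower in ripe NSd. By the mean RPKM in that table, 102 are higher and 172 lower in ripe NSd, and the sign of the table's fold change is that of its means at all 274 loci. This tally rests on the table and no alternative applies to it. At least 20 RPKM in the highest group mean is reached by 137 of the 274 loci, and the smallest such value in Table S3 is 19.62. For loci with at least 1 RPKM the paper's count is 24373, and 20495 were tested here. Group means at the 46 loci that the paper's text names gave log2 ratios between the ripe palms with a largest gap of 0.13 to the table's fold changes.

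Of those 46 loci all 46 had the direction that the paper gives between the ripe palms and 33 were called. Of the 33, leaving out replicates 4, 5, 6, 8, 11 and 12 in turn drops 13, 22, 14, 4, 24 and 26, no filter on low loci drops 5 and the test against a fold change of 2 drops 32. The paper presents the other 13 as different between the ripe palms, and here they were not called. Among the lower ones these are CDF4 (log2 fold change -1.10, adjusted p = 0.0121), ABCG40 (log2 fold change -1.54, adjusted p = 0.0116), the JAZ locus LOC105051062 (log2 fold change -1.45, adjusted p = 0.0165), LOC105047615 (log2 fold change -1.23, adjusted p = 0.0164), IAR3 (log2 fold change -1.65, adjusted p = 0.0209), the CBL-interacting kinase CIPK6 (log2 fold change -1.22, adjusted p = 0.0179), S5H (log2 fold change -2.03, adjusted p = 0.0103), the plantacyanin LOC105053223 (log2 fold change -1.41, adjusted p = 0.0216) and the peroxidase LOC105036974 (log2 fold change -1.41, adjusted p = 0.0692). Among the higher ones they are the linker histones LOC105059363 (log2 fold change 0.92, adjusted p = 0.0399), LOC105054185 (log2 fold change 1.20, adjusted p = 0.0148), LOC105043347 (log2 fold change 1.30, adjusted p = 0.0167) and LOC105037015 (log2 fold change 0.99, adjusted p = 0.0171). With an adjusted p under 0.05 and no limit on the fold change 12 of the 13 were called, all but LOC105036974. Fits with only the compared groups called LOC105047615, CIPK6, S5H, LOC105053223 and LOC105054185. Leaving out PR NSd replicate 1 called LOC105047615, IAR3, CIPK6, S5H and LOC105053223, and leaving out PR NSd replicate 3 called LOC105053223 and LOC105054185. Leaving out PR Sd replicate 7 called ABCG40 and LOC105043347, leaving out PR Sd replicate 9 called ABCG40, LOC105051062, LOC105047615, CIPK6, S5H, LOC105054185 and LOC105043347, and leaving out ripe Sd replicate 10 called CDF4 and drops 6 of the 33. Rescaled RPKM, chosen after seeing the values, called CDF4, S5H and LOC105054185 and drops 0 of the 33. Leaving the rRNA loci out of the totals, chosen after seeing the values, called S5H and drops 0 of the 33, and the fit without the 3 PR NSd libraries, chosen after seeing the values, called S5H and LOC105053223 and drops 1 of the 33.

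The paper describes PBP1 and YLS9 as higher in NSd at the PR stage too, and here neither was called there (log2 fold change 1.01, adjusted p = 0.0223 for LOC105052677 and log2 fold change 0.70, adjusted p = 0.0641 for LOC105060420). It reports having found no repression of ethylene synthesis, and here 1 of 22 loci, the ACC oxidase LOC105035107, was lower and 0 were higher in ripe NSd (5 lower and 5 higher at an unadjusted p under 0.05; LOC105035107 log2 fold change -3.21, adjusted p = 0.00386). It reports no polygalacturonase among its loci, and here 1 polygalacturonase was higher (LOC105044951, log2 fold change 1.42, adjusted p = 0.00676) and 1 lower (LOC105039387, log2 fold change -1.10, adjusted p = 0.000491) between the ripe palms, while LOC105039892, annotated as a polygalacturonase, is in its Table S2. The paper's list holds loci that pass both screens. Here 0 of 23 polygalacturonases were called between the Sd stages, and LOC105035107 was not called there either. None of them passed both screens here, so their calls between the ripe palms meet a looser criterion than the paper's. Calls that end here without a library are those of LOC105035107 without replicate 5, 6, 11 or 12 (adjusted p = 0.0134 to 0.0224) and LOC105044951 without replicate 2, 4, 5, 6, 10 or 11, with no filter or with only the compared groups fitted (adjusted p = 0.0117 to 0.0354). It reports an enrichment of hormone metabolism in its list, and over the 52 loci no list fixed from the descriptions was enriched, with an adjusted p = 0.184 (Fisher's exact test) as the lowest. These tests are unlike, because the paper compared MapMan categories of its 139 loci with the genome. The description lists are narrower, none is a category of hormone metabolism, and small lists over 52 loci leave little power. The result is therefore no check of the paper's enrichment.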

Other observations

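The tests with rescaled RPKM, which are given beside the counts for the NSd stages and the PR palms, were chosen only after the results had been seen. The paper gives no counts for the stages of NSd or for the PR palms. With ripening in NSd (NSd ripe vs NSd pre-ripe) 1592 loci rose and 630 fell (896 and 1067 with rescaled RPKM), and 11269 differed at an unadjusted p under 0.05. In PR NSd against PR Sd (NSd pre-ripe vs Sd pre-ripe) 689 loci were higher and 1953 lower (1179 and 938 with rescaled RPKM), and 12046 differed at an unadjusted p under 0.05. Among the loci taken by rule, several were far lower in PR NSd than in the other groups. MADS-box factor 32 (LOC105041020) was at 0.305 ± 0.337 RPKM in PR NSd, 23.1 ± 0.778 in ripe NSd, 22.2 ± 2.94 in PR Sd and 14.5 ± 4.27 in ripe Sd (SD, n = 3; log2 fold change 4.24 with ripening in NSd and -4.18 between the PR palms). Ubiquitin-like protein 5 (LOC105032960) was at 0.0641 ± 0.0558 RPKM in PR NSd and 20.2 ± 4.71 in ripe NSd (log2 fold change 4.29), gibberellin-regulated protein 12 (LOC105046106) at 0.136 ± 0.115 and 22.4 ± 10.2 RPKM (log2 fold change 4.28), and the metal-binding metallothionein LOC105056942 at 27.1 ± 3.43 and 577 ± 82.7 RPKM (log2 fold change 4.36). Tubulin alpha (LOC105061039), of the cytoskeleton, went from 2.38 ± 0.849 to 118 ± 20.9 RPKM in NSd (log2 fold change 5.14). Between the PR palms the loci of the rule furthest below Sd were glycine-rich cell wall structural protein 1 (LOC105054461, 0.867 ± 0.477 RPKM in PR NSd, log2 fold change -5.92), PYRICULARIA ORYZAE RESISTANCE 21 (LOC105056043, 0.231 ± 0.324 against 61.5 ± 6.09 RPKM, log2 fold change -5.69), FCS-like zinc finger 17 (LOC105041988, 1.26 ± 0.966 against 70.0 ± 22.1 RPKM, log2 fold change -5.0), early nodulin-75 (LOC105059232, 42 ± 14.7 against 1154 ± 276 RPKM, log2 fold change -4.78) and the invertase LOC105038262, which splits sucrose (1.33 ± 0.308 against 64.4 ± 20.5 RPKM, log2 fold change -4.77). Those furthest above were the pathogenesis-related protein PRB1-3 (LOC105060073, 113 ± 53 against 1.85 ± 0.751 RPKM, log2 fold change 5.21), the ubiquitin ligase PUB23 (LOC105037988, 85.1 ± 26.1 against 2.75 ± 2.72 RPKM, log2 fold change 4.71), a xyloglucan endotransglucosylase/hydrolase (LOC105039158, 29.9 ± 11.2 against 0.192 ± 0.179 RPKM, log2 fold change 4.65), ERF019 (LOC105036338, 36.6 ± 20.1 against 0.447 ± 0.351 RPKM, log2 fold change 4.54) and chitinase 2-like (LOC105046567, 135 ± 84.3 against 5.62 ± 1.7 RPKM, log2 fold change 4.11). PUB23 fell with ripening in NSd (log2 fold change -4.18), as did ERF025-like (LOC105056762, log2 fold change -4.10), glutathione S-transferase U19 (LOC105046783, log2 fold change -4.09), the vacuolar amino acid transporter YPQ1 (LOC105055832, log2 fold change -3.97) and the sugar transporter MST4 (LOC105032465, log2 fold change -3.84).

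Further lists fixed from the descriptions are given for the ripe palms. Of 44 fatty acid synthesis loci 2 were higher and 0 lower in ripe NSd (limma; 2 higher adjusted over the list alone; 21 higher and 4 lower at an unadjusted p under 0.05; camera adjusted p = 5.64e-07, and adjusted p = 0.369 with an estimated correlation), 3-oxoacyl-ACP synthase I (LOC105040922) and acyl carrier protein 2 (LOC105032101, log2 fold change 1.46, adjusted p = 0.0095). The call of LOC105032101 ended without replicate 1, 2, 3, 4, 5, 6, 7, 8, 9, 11 or 12, with no filter, with only the compared groups fitted, with a pseudocount of 0.1, with rescaled RPKM, with no trend, with robust moderation or without the 3 PR NSd libraries (adjusted p = 0.0104 to 0.044), and that of LOC105040922 without replicate 4, 5, 6, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0101 to 0.0185). Of 61 heat shock proteins 1 was higher and 0 lower (limma; 1 higher adjusted over the list alone; 13 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.0003, and adjusted p = 0.513 with an estimated correlation), a heat shock 70 kDa protein at a low level (LOC105032307, 2.75 ± 0.191 against 0.763 ± 0.275 RPKM, log2 fold change 1.10, adjusted p = 0.00137). Of 17 loci of seed storage and LEA proteins 3 were lower and 0 higher (limma; 3 lower adjusted over the list alone; 1 higher and 4 lower at an unadjusted p under 0.05; camera adjusted p = 0.456). These were dehydrin DHN1 (LOC105042628, log2 fold change -1.06, adjusted p = 0.00848), a basic 7S globulin (LOC105057778, log2 fold change -1.04, adjusted p = 0.00373) and Lea14-A (LOC105040787, log2 fold change -1.36, adjusted p = 0.00405). Of 64 lignin and secondary wall loci 2 were lower and 0 higher (limma; 3 lower adjusted over the list alone; 11 higher and 14 lower at an unadjusted p under 0.05; camera adjusted p = 0.92), the cinnamoyl-CoA reductases LOC105047154 (log2 fold change -1.12, adjusted p = 0.0012) and LOC105052868 (log2 fold change -1.56, adjusted p = 0.00253), enzymes of lignin precursors. Of 41 photosynthesis loci 1 was lower and 0 higher (limma; 1 lower adjusted over the list alone; 7 higher and 9 lower at an unadjusted p under 0.05; camera adjusted p = 0.357), psbY of photosystem II (LOC105043521, log2 fold change -1.52, adjusted p = 0.00492). No locus was called by limma among 14 oil body loci (3 higher and 5 lower at an unadjusted p under 0.05; camera adjusted p = 0.947), 15 of carotenoid synthesis (3 higher and 0 lower; camera adjusted p = 0.229), 253 cytosolic ribosomal proteins (27 higher and 1 lower; camera adjusted p = 1.58e-05, and adjusted p = 0.706 with an estimated correlation) or 69 proteasome subunits (0 higher and 2 lower; camera adjusted p = 0.831), and the counts adjusted over each of these lists alone were also 0. Calls between the ripe palms ended for DHN1 without replicate 2, 3, 5, 6, 8, 10, 11 or 12, with no filter, with only the compared groups fitted or without the 3 PR NSd libraries (adjusted p = 0.011 to 0.0361), and with rescaled RPKM (log2 fold change -1.00), LOC105057778 without replicate 4, 5, 11 or 12 or with only the compared groups fitted (adjusted p = 0.0103 to 0.021), and with rescaled RPKM (log2 fold change -0.97), Lea14-A without replicate 4, 5, 6, 11 or 12 (adjusted p = 0.0128 to 0.0228), LOC105052868 without replicate 5, 11 or 12 (adjusted p = 0.0122 to 0.0151) and psbY without replicate 5, 6, 10, 11 or 12 or with no filter (adjusted p = 0.0101 to 0.0234). Between the PR palms 8 of 27 circadian clock loci were lower and 0 higher in NSd (limma; 20 lower and 0 higher at an unadjusted p under 0.05; camera adjusted p = 0.00607, and adjusted p = 0.462 with an estimated correlation).

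Of the 171 lower loci of the paper's Table S2 that were tested, 99 were called as lower between the ripe palms, 143 had a lower mean in ripe than in PR NSd (71 called) and 134 had a higher mean in PR NSd than in PR Sd (68 called), while the interaction was called at 132. Of its 101 higher loci tested, 60 were called as higher. The study chose these loci on the same libraries. Across all tested loci the fold changes of the screens had a covariance of -0.114 and opposite signs at 68.3%, against -0.0271 and 66.7% in the 20 simulations that share ripe Sd libraries and hold no difference between groups.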
